# Genomic Instability of Osteosarcoma Cell Lines in Culture: Impact on the Prediction of Metastasis Relevant Genes

**DOI:** 10.1371/journal.pone.0125611

**Published:** 2015-05-19

**Authors:** Roman Muff, Prisni Rath, Ram Mohan Ram Kumar, Knut Husmann, Walter Born, Michael Baudis, Bruno Fuchs

## Abstract

**Background:**

Osteosarcoma is a rare but highly malignant cancer of the bone. As a consequence, the number of established cell lines used for experimental *in vitro* and *in vivo* osteosarcoma research is limited and the value of these cell lines relies on their stability during culture. Here we investigated the stability in gene expression by microarray analysis and array genomic hybridization of three low metastatic cell lines and derivatives thereof with increased metastatic potential using cells of different passages.

**Principal Findings:**

The osteosarcoma cell lines showed altered gene expression during *in vitro* culture, and it was more pronounced in two metastatic cell lines compared to the respective parental cells. Chromosomal instability contributed in part to the altered gene expression in SAOS and LM5 cells with low and high metastatic potential. To identify metastasis-relevant genes in a background of passage-dependent altered gene expression, genes involved in "Pathways in cancer" that were consistently regulated under all passage comparisons were evaluated. Genes belonging to "Hedgehog signaling pathway" and "Wnt signaling pathway" were significantly up-regulated, and IHH, WNT10B and TCF7 were found up-regulated in all three metastatic compared to the parental cell lines.

**Conclusions:**

Considerable instability during culture in terms of gene expression and chromosomal aberrations was observed in osteosarcoma cell lines. The use of cells from different passages and a search for genes consistently regulated in early and late passages allows the analysis of metastasis-relevant genes despite the observed instability in gene expression in osteosarcoma cell lines during culture.

## Introduction

Osteosarcoma (OS) is a rare but highly malignant bone disease that affects predominantly children and adolescents. Patients with metastases still face a poor prognosis with a 5 year survival rate of less than 20% despite pre- and postoperative chemotherapy. Research in the field of OS is hampered by the low prevalence of the disease and by tumor cell heterogeneity. Moreover, OS is associated with chromosomal instability that appears to be caused by chromothripsis-like events that contribute to genomic heterogeneity in tumor cell populations [1–3]. Although the number of established OS cell lines is relatively low compared to other cancer entities, a few cell line systems are available for *in vitro* and *in vivo* research investigating mechanisms of OS progression [4]. These cell line systems consist of parental cell lines with a low metastatic potential, and derivatives thereof with increased metastatic activity *in vivo* [5–13]. The value of these systems for experimental OS research largely depends on the stability of the cell lines during culture. To our knowledge, the genomic stability in OS cell lines of these systems during serial passaging has so far not been investigated in detail. One previous study investigated the stability of a frequently used osteoblastic OS cell line (SAOS) during culture using functional assays and RT/PCR for an expression analysis of some selected genes [14]. The authors concluded that these cells are fairly stable, but that the expression of some selected genes differs considerably in cells derived from different passages. Another study concluded that osteoblastic OS cells derived from a primary tumor and a skip metastasis thereof remained stable for more than 100 passages, but no supporting data were included [13].

Malignant mesothelioma cells showed increasing chromosomal abnormalities during culture associated with deregulated gene expression assessed by array comparative genomic hybridization (aCGH) and microarray gene expression analysis [15]. Using a proteomic approach, instability in protein expression during culture was also described in lung adenocarcinoma cells [16]. A study using microarray gene expression analysis in oral cancer cell lines showed that a considerable number of genes is differentially expressed during culture despite the fact that serial passaging had no significant effect on global gene expression of cancer related genes [17]. Chromosomal instability together with *in vitro* evidence for an increased transformed phenotype was observed during culture of spontaneously immortalized but non-tumorigenic keratinocytes and in lung epithelial cells, in a spontaneously immortalized non-tumorigenic breast epithelial cell line and in ovarian cancer cells [18–21]. However, tumorigenicity was reduced during culture of melanoma cells [22].

Stimulated by the lack of information on the stability of OS cells, we investigated in the present study global changes in gene expression during culture of frequently used human (SAOS/LM5 and HOS/143B [5,7]) and mouse (Dunn/LM8 [9]) OS cell line systems. The results showed limited stability of gene expression in the parental low metastatic cell lines (SAOS, HOS, Dunn), and remarkably increased instability during culture of the metastatic derivatives of the two osteoblastic cell lines (LM5 and LM8), the most common OS subtype. Passage related changes in gene expression may influence the data analysis of microarray studies addressing the search for metastasis relevant genes in OS. In an attempt, described herein, to search for passage-independent metastasis relevant genes, we were able to identify several genes that are up-regulated in highly compared to low metastatic cell lines in the investigated systems and belong to groups of genes involved in the regulation of hedgehog and WNT signaling pathways.

## Materials and Methods

### Cell lines and culture

Human SAOS (HTB-85), HOS (CRL-1543) and 143B (CRL-8303) cells were obtained from ATCC (Rockville, MD). Human LM5 cells, derived from parental SAOS cells [5], were kindly provided by E.S. Kleinerman (M.D. Anderson Cancer Center, Houston, TX). The mouse Dunn cells, originally established by T. B. Dunn [23], and the LM8 cells, derived from parental Dunn cells [9] were provided by T. Ueda (Osaka University Graduate School of Medicine, Osaka, Japan). Animal experiments for the generation of LM5 and LM8 cells were approved by the local ethic committees (personal communication from E. Kleinerman and T. Ueda). Cells were cultured in DMEM (4.5 g/l glucose)/F12 (1:1) medium supplemented with 10% heat-inactivated fetal calf serum in a humidified atmosphere of 5% CO_2_. Cells were split at ratios and for passage numbers given in Table A in S1 File when they reached near confluence to ensure that proliferation was maintained throughout the culture process. Authentication of the human cell lines was performed at the early and late passages by multiplex PCR (Microsynth, Balgach, Switzerland) using the PowerPlex16HS system (Promega, Madison, WI) and verified by comparison with the database at the German Collection of Microorganisms and Cell Cultures (DSMZ, Braunschweig, Germany). The cells were free of mycoplasma and not contaminated by other human cell lines. The mouse cell lines were also mycoplasma free and not contaminated by human cell lines.

Aliquots of early passage cells were frozen. Late passage cells, derived from early passage cells, as described above, were also frozen after they reached the required doublings. For RNA and DNA extraction and microarray and aCGH analysis, respectively, early and late passage cells were thawed and cultured for additional three passages under identical culture conditions.

### RNA extraction and Agilent GeneChip processing

Sub-confluent cells were detached with trypsin/EDTA, centrifuged and cell pellets immediately frozen in liquid nitrogen and stored at -80°C until RNA extraction. Total RNA was isolated from frozen cell pellets of individual cell lines (three samples per condition) with TriReagent (Sigma-Aldrich, St. Louis, MO) as described [24]. The RNA was quantified by measuring the absorption at 260 and 280 nm in a UV-spectrophotometer. The integrity of the RNA was assessed by standard agarose gel-electrophoresis and with a Bioanalyzer 2100 (Agilent Technologies, Palo Alto, CA). Complementary RNA preparation and array hybridization was performed by the Functional Genomics Center (Zurich, Switzerland). Microarray data for human cell lines were generated with Agilent SurePrint Human Gene Expression 8x60k microarray kit (chip ID: 028004) containing 42,545 probe sets that match to 21,339 genes identifiable by the Kyoto Encyclopedia of Genes and Genomes (KEGG) number (Agilent, Santa Clara, CA). For the mouse cell lines, Agilent Mouse GE 4x44k v2 microarray kit (chip ID: 026655) was used containing 39,485 probe sets that match to 23,074 genes identified by KEGG number. The chromosomal distribution of genes is presented in Table B in S1 File.

### cDNA synthesis and real-time PCR analysis

Total RNA (1 μg of the RNA used for the microarray analysis) was reverse-transcribed to cDNA with a high capacity RNA-to-cDNA kit (Applied Biosystems, Foster City, CA) in a final volume of 20 μl according to the protocol provided by the manufacturer. RNA of three independent extracts from the individual cell lines was reverse-transcribed. Real-time PCR was carried out in a StepOne Plus Real-Time PCR system (Applied Biosystems) in 96 well plates. Primers (Table C in S1 File) were designed for amplification of cDNA sequences derived from selected genes using NCBI Primer blast (http://www.ncbi.nlm.nih.gov/tools/primer-blast/) software. PCRs from individual RT reactions were carried out in triplicates. cDNA equivalent to 50 ng of RNA and appropriate primers were added to Power SYBR Green PCR master mix (Applied Biosystems) and the samples were pre-incubated at 50°C for 2 min and at 95°C for 10 min and then subjected to 40 cycles of incubation at 95°C for 15s and at 60°C for 1 min. The threshold for Ct values was set to 0.325. To verify the amplification of a single product in any of the PCR reactions, a melting curve was generated and analysed after every run. Relative expression levels were calculated by the comparative cycle threshold (ΔΔCT) method and were normalized to GAPDH expression.

### DNA extraction and Affymetrix CytoScan HD array

RNA-free DNA from the individual OS cell lines was extracted using the Gentra Puregene kit (Qiagen, Hilden, Germany) according to the protocol recommended by the supplier. DNA concentration and purity was determined with a NanoDrop 1000 spectrophotometer (Thermo Scientific, Wohlen, Switzerland). Since non-degraded DNA was needed, the size of the double-stranded genomic DNA was assessed on a 1% agarose gel. DNA was concentrated and resuspended in nuclease-free water, and the concentration was measured with a NanoDrop 1000 spectrophotometer. Microarray CGH was performed with the CytoScan HD Array Kit (Affymetrix, Santa Clara, CA) according to the instructions of the manufacturer at the Laboratory for Oncology Diagnostics (Kinderspital Zurich, Switzerland). The files obtained from the scanner were analyzed with softwares from different companies: the Affymetrix Chromosome Analysis Suite (ChAS) 2.0.0.195 and the BioDiscovery Nexus Copy Number 7.0. Copy number variants (CNV) according to the Database of Genomic Variants (http://dgv.tcag.ca/dgv/app/home), DNA copy number alterations smaller than 100 Kb or 50 adjacent probes and loss of heterozygosity (LOH) smaller than 3 Mb were not considered if not known as recurrent aberrations for any neoplasia.

### ArrayMap and KEGG pathway analysis

Called copy number aberrations were combined with a published reference dataset from an SAOS genome array (GSM170249; [25], all (re)mapped to Human Genome version 19. Changes in relative copy numbers between early and late passage SAOS and LM5 cells were mapped and evaluated with respect to their overlap with the genome positions of top scoring genes showing the corresponding expression change (i.e. genes with increased expression vs. regions with relative copy number gains), using custom software implementations. Ratios of corresponding gains and losses and same directional expression changes were calculated compared to the expected values of a random genomic distribution of genes with altered expression values.

Chromosomal and cytoband localization of differentially expressed genes (>2-fold; p<0.05) and KEGG pathway analysis was performed using ''The **D**atabase for **A**nnotation, **V**isualization and **I**ntegrated **D**iscovery'' (**DAVID**) v6.7 (http://david.abcc.ncifcrf.gov/) [26] by entering the Entrez gene ID lists of regulated genes. To compare human and mouse arrays the IDs were converted using MADGENE (http://cardioserve.nantes.inserm.fr/mad/madgene/).

Microarray and aCGH data were deposited in GEO under the accession numbers GSE66673, GSE66674 and GSE67125, respectively.

### Statistical analysis

P and fdr (false discovery rate) values in microarray analysis were obtained after two group analysis of triplicate samples using *t* test and Benjamini-Hochberg fdr according to with Bioconductor software package limma (http://www.bioconductor.org/packages/release/bioc/html/limma.html) [27]. P values for the enrichment of regulated genes were obtained by a modified Fisher’s exact test (EASE score) using DAVID (http://david.abcc.ncifcrf.gov/) [26].

## Results

### Number of genes undergoing differential expression during serial passaging

The parental human SAOS, HOS and mouse Dunn cells with low metastatic potential were cultured to achieve >150 doublings, respectively (Table A in S1 File). 

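Of the 3 cell line systems, only the mouse system was analysed here. Dunn is a mouse osteosarcoma cell line with low metastatic potential, and LM8 is the metastatic line derived from it by in vivo selection. Gene expression was measured on 12 Agilent single-colour mouse arrays, 3 each for early (passage 25) and late (passage 86) Dunn cells and for early (passage 24) and late (passage 91) LM8 cells. The 12 arrays lay on 3 slides of 4 arrays, and each slide held 1 array of each group, always at the same position. Replicate numbers therefore mark a shared slide, and position cannot be told apart from group. The authors deposited the output of the Agilent Feature Extraction software for each array. The values used are its processed signal, a spot's intensity after subtraction of the background, with no scaling between arrays. A table of all arrays, which the authors also deposited, holds the same signal, rounded and without further scaling. Spots flagged as outliers were left out and spots of the same probe were averaged, which gave 39429 probes besides controls. Through their accessions 26581 probes (67.4%) were matched to 20144 genes of the mouse reference annotation. The paper's text names no normalization for these arrays. Signals were put on the log2 scale and set relative to the 75th percentile of each array. That percentile, a measure of the brightness of an array, was lowest in early Dunn cells, with a median of 386.5 (287.2 to 603). It was 756.6 (685.9 to 961.4) in late Dunn cells, 1207 (893 to 1316) in early LM8 cells and 1365 (1166 to 1903) in late LM8 cells. The share of probes well above background had a median of 47.1% (39.4% to 51.4%) in early Dunn cells, 54.2% (53.4% to 59.7%) in late Dunn cells, 55.4% (53.8% to 56.9%) in early LM8 cells and 57.3% (55.5% to 59.8%) in late LM8 cells. Correlations of log2 signals between replicate arrays were 0.961 to 0.974 in early Dunn cells and 0.985 to 0.991 in LM8 cells. In late Dunn cells, replicates 2 and 3 had a correlation of 0.986, whereas replicate 1 had 0.919 and 0.923 with them. Groups were compared by the 2-group analysis of limma, with Benjamini-Hochberg adjustment over probes. A gene was counted as differentially expressed when at least 1 of its probes changed over 2-fold at the level stated. With 3 arrays in a group, the number of arrays limits the precision of each value. The paper describes no repeat of the passaging of a line, and LM8 is 1 line derived from Dunn. The p-values therefore rest on the spread between samples and arrays. They do not measure how a passage or selection effect would vary between repeats.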

A total of 1297, 1105 and 626 genes were differentially expressed (>2-fold; p<0.05) in late versus early passages in SAOS, HOS and Dunn cells, respectively. 

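In late versus early Dunn cells, 1103 of 20134 genes changed over 2-fold at an unadjusted p under 0.05 in limma, 5.48% of the genes tested. Among the alternatives set beforehand, taking the slide as a block moved this count most, to 3672 genes. Array quality weights, chosen after the values were seen, gave 7177 genes. Leaving out each array in turn, the count ranged from 736 to 3306 genes. The highest count was obtained without late Dunn replicate 1. After adjustment for all probes, 1 gene stayed under 0.05, Catsperz on chromosome 19. Its log2 signal relative to the 75th percentile was 2.61 ± 0.25 (SD, n = 3 arrays) in early cells and -5.98 ± 0.15 (SD, n = 3) in late cells. Expression of Catsperz fell by 8.59 on the log2 scale (standard error 0.30, adjusted p = 0.00905 in limma). Late Dunn cells were well above background for its probe on 0 of 3 arrays, so the change is a bound, at least 271-fold lower. Such bounds set the mean of the brighter group over all its arrays against the mean of the dimmer group, taking on each array the higher of the probe's own signal and the lowest signal among probes well above background. With 1 of the 6 Dunn arrays left out, the adjusted p of Catsperz was under 0.05 for 1 of the 6 choices and reached 0.247. With the slide as a block it was 0.0698.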

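Between the early and the late Dunn cells lie 61 passages. At 7.64 doublings per passage, the number the Table A legend gives for the higher splitting ratio, these are 466 doublings, and the genes changed over 2-fold at an unadjusted p under 0.05 came to 2.37 per doubling. At 4.32 doublings per passage, the number for the lower splitting ratio, the 61 passages would be 263.5 doublings, with 4.19 genes per doubling. The splitting ratios in Table A were not used here.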

The number of differentially expressed genes per doubling was 7.9, 3.5 and 1.3 for SAOS, HOS and Dunn cells, respectively (Fig 1). Therefore, considerable differences in the stability of gene expression during serial passaging of parental cell lines are observed. The *in vivo* selected sub-lines LM5 and LM8 with increased metastatic potential, derived from parental SAOS and Dunn cells, respectively, were cultured to achieve similar doublings as compared to parental cell lines. In LM5 and LM8 cells 12.5 and 1.3 genes were differentially expressed per doubling. 

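In late versus early LM8 cells, 1767 of 20144 genes changed over 2-fold at an unadjusted p under 0.05 in limma, 8.77% of the genes tested. Leaving out 1 array at a time gave 1376 to 2733 genes, the highest without early LM8 replicate 3. Over 67 passages, or 511.9 doublings at the higher splitting ratio, this was 3.45 genes per doubling, 1.46 times the value for Dunn cells. The order of the lines depended on the setting. The LM8 value per doubling was 0.643 times the Dunn value after quantile normalization, 0.492 times after normexp background correction, 0.769 times in the authors' deposited table without scaling, and 0.927 times over probes well above background. It was 0.548 times the Dunn value with 1 fit over all 12 arrays and 0.445 times with the slide as a block. Without late Dunn replicate 1, the ratio of the 2 counts was 0.535, and with each other array left out it ranged up to 2.48. Under a floor on dim signals and the methods' t-test, the LM8 value stayed above that of Dunn, at 1.13 and 1.202 times.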

LM5 cells, therefore, seem to be less stable than parental SAOS cells and this became even more pronounced at higher stringency levels (Fig 1). 

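At an unadjusted p under 0.01, 448 genes of Dunn cells and 1123 genes of LM8 cells changed over 2-fold between early and late passages. At a false discovery rate under 0.05 in limma, 632 genes passed in LM8 cells, and under 0.01 290 genes, beside the single gene of Dunn cells at both levels. Leaving out 1 LM8 array at a time gave 318 to 666 and 67 to 174 LM8 genes at these levels. The methods' t-test gave 2 Dunn genes and 228 LM8 genes at a false discovery rate under 0.05. Under 0.01 it gave 0 Dunn genes, with 943 at an unadjusted p under 0.05, and 1 LM8 gene. With the slide as a block, limma called 379 LM8 genes at a false discovery rate under 0.05 and 0 under 0.01, with 1796 genes at an unadjusted p under 0.05. In Dunn cells that fit called 0 genes at both levels, with 3672 at an unadjusted p under 0.05. At an unadjusted p under 0.01, the order of the lines turned after normexp background correction, with 514 Dunn and 303 LM8 genes, with 1 fit over all 12 arrays, with 1004 and 647, and with array quality weights, chosen after the values were seen, with 2004 and 1464. Without slide 1, also chosen after the values were seen, the order turned at a false discovery rate under 0.01, with 31 Dunn genes and 0 LM8 genes, of which 1872 passed at an unadjusted p under 0.05. Among the LM8 genes that rose most were Pnma5 on the X chromosome and Nlrp4c on chromosome 7. The log2 signal of Pnma5 was -7.16 ± 0.20 (SD, n = 3) in early and 2.38 ± 0.10 (SD, n = 3) in late cells, a change of 9.54 (standard error 0.19, adjusted p = 2.96e-05), at least 444-fold higher since its early signal was not well above background. Nlrp4c rose by at least 87.7-fold (adjusted p = 2.60e-04). It was also counted as higher in late Dunn cells, where its other probe rose by 3.11 on the log2 scale (adjusted p = 0.212 in limma). The interaction test called no difference between the lines for Nlrp4c (adjusted p = 0.469). Among the largest falls, Sertad4 on chromosome 1 was at least 34.8-fold lower (adjusted p = 1.32e-04) and Thbs2 on chromosome 17 at least 76.9-fold lower (adjusted p = 9.58e-04) in late cells. After normexp background correction, the changes of Pnma5, Nlrp4c, Sertad4 and Thbs2 were 5.46, 3.63, -1.87 and -2.76 on the log2 scale. Each was smaller than its bound. In each of these genes every late array lay on the same side of every early array, which the rule that chose them required.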

A similar trend was observed for LM8 cells, which also presented with more differentially expressed genes than the Dunn cells at higher stringency levels. The metastatic 143B cells, derived from HOS cells by Ki-ras transformation, presented 430 differentially expressed genes after 275 doublings, corresponding to 1.7 differentially expressed genes per doubling. In this cell line system, the metastatic subline was more stable than the parental cell line. Taken together, the results imply that OS cells display limited stability in gene expression during culture and that the instability is more pronounced in the *in vivo* selected metastatic derivatives than in the parental cell lines.

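The spread between replicate arrays differed between the lines. Over all probes, the median SD of the log2 signal was 0.85 in early and 0.97 in late Dunn cells, and 0.29 and 0.32 in early and late LM8 cells. Probes well above background on all arrays of the group differed less between the lines, with 0.35 and 0.29 in Dunn and 0.24 and 0.21 in LM8. The spread enters the p-values of each line, so the counts of the lines were set by it as well as by the size of the changes. Whether a gene's change with passage differed between the lines was tested with the interaction of line and passage over all 12 arrays. At an adjusted p under 0.05 in limma, 135 genes differed, 78 with a more positive change in LM8 and 57 with a more negative one. Over the fits without 1 array, 54 to 264 genes differed. Of the 135 genes, 85 were among the genes changed with passage in Dunn cells and 89 among those of LM8 cells, with 39 in both lists. From the numbers of differentially expressed genes per doubling in the parental and the metastatic lines, the paper proposes that osteosarcoma cells have limited stability in gene expression during culture, and that the in vivo selected metastatic lines are less stable than their parental lines.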

**Fig 1:**
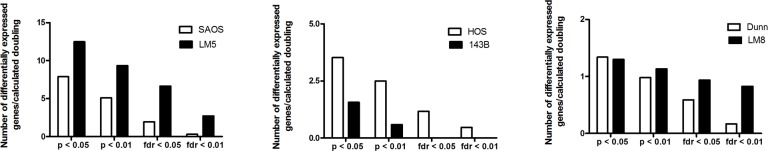
Number of differentially expressed genes after serial passaging. The number of differentially expressed genes at different significance levels was normalized to calculated doublings in order to compare the three cell line systems. Note the different y-axis scales for each cell line system. fdr; false discovery rate.

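For Dunn cells, the number of genes per doubling was 0.961 at an unadjusted p under 0.01 and 0.00215 at both levels of the false discovery rate. LM8 cells had 2.19 genes per doubling at an unadjusted p under 0.01, 1.24 at a false discovery rate under 0.05 and 0.566 at a false discovery rate under 0.01. The Dunn values depended on the spread used. When 1 spread per probe was taken from all 12 arrays, Dunn cells had 0.848 and LM8 cells 0.613 genes per doubling at a false discovery rate under 0.05, and 0.232 and 0.336 under 0.01.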

In human SAOS and LM5 cells, 810 (3.80%) and 1035 (4.85%) genes, respectively, were up-regulated (>2-fold; p<0.05) with increasing passage number and 487 (2.28%) and 912 (4.27%) genes were down-regulated. 201 (0.94%) up-regulated and 94 (0.44%) down-regulated genes were found to be the same in the two cell lines; these numbers were 5.2- and 4.5-times higher than statistically expected (0.18% and 0.097% for up- and down-regulated genes, respectively). Similarly, in mouse Dunn and LM8 cells, 313 (1.36%) and 327 (1.42%) genes were up-regulated and 313 (1.36%) and 338 (1.47%) genes were down-regulated, respectively, after serial passaging. 

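In late Dunn cells, 333 genes (1.65%) were higher and 771 (3.83%) lower than in early cells, with 1 gene that had probes in both directions. In late LM8 cells, 651 genes (3.23%) were higher and 1118 (5.55%) lower. Over all probes, the scaled signal itself fell by a median of 0.33 in late Dunn cells and by 0.20 in late LM8 cells on the log2 scale, so the calls are relative to each array's 75th percentile. The split into higher and lower genes depended on the scaling. Without scaling, in the authors' deposited table, 1975 genes were higher and 110 lower in late Dunn cells, or 94.7% higher against 30.2% with scaling. In LM8 cells, 36.8% of the calls were higher. The unscaled table gave 1206 higher and 558 lower genes, or 68.4% higher, and quantile normalization gave 623 higher and 648 lower genes, or 49.0% higher.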

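Late Dunn and late LM8 cells shared 65 genes that were higher than in early cells, where the product of the shares of both lists predicts 10.8. The number was 6.04 times the predicted value (1-sided Fisher's exact test over 20134 genes, p = 2.86e-32). Of the lower genes, 148 were shared against 42.8 predicted, 3.46 times the predicted value (p = 5.52e-42, same exact test). Genes are not independent replicates, so these p-values describe the lists. Among the alternatives set beforehand, the authors' deposited table moved the shared higher genes most, to 315, or 2.66 times the predicted value, and gave 32 shared lower genes, or 10.5 times. Array quality weights, chosen after the values were seen, gave 770 shared lower genes, or 1.44 times. Over the fits without 1 array, 53 to 86 higher and 113 to 372 lower genes were shared, the latter number without late Dunn replicate 1.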

The two lines had 33 (0.14%) up- and 66 (0.29%) down-regulated genes in common and these numbers were 7.4- and 14.5-times higher than statistically expected (0.019% and 0.02% for up- and down-regulated genes, respectively). In contrast, in human HOS and 143B cells, only 24 common up-regulated and 3 common down-regulated genes were found and these numbers were only 2.1- and 1.7-times higher than statistically expected. This indicates a significant common change in gene expression patterns in the parental low metastatic cell lines and the metastatic derivatives during serial passaging in the human SAOS/LM5 and the mouse Dunn/LM8 cell line systems, but not in the human HOS/143B cell line system in which the changes in gene expression patterns were largely different.

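Genes changed in opposite directions in the mouse lines were nearer to the number predicted from the lists than the genes shared in the same direction. Higher in late Dunn and lower in late LM8 cells were 27 genes against 18.5 predicted (ratio 1.46, 1-sided Fisher's exact test, p = 0.0318), and lower in Dunn and higher in LM8 were 25 against 24.9 (ratio 1.00, exact p = 0.524). Among the alternatives set beforehand on all arrays, the first ratio ran from 0.877 in the authors' deposited table to 2.34 (exact p = 0.00153) under a floor on dim signals, and the second from 0.815 after quantile normalization to 1.32 with 1 fit over all 12 arrays. The interaction test between the lines called 12 of the 213 shared genes. Lxn on chromosome 3 belonged to the genes lower in both lines. Its log2 signal fell from 0.97 ± 0.32 (SD, n = 3) to -6.83 ± 1.60 (SD, n = 3) in Dunn cells, at least 99.0-fold (adjusted p = 0.183 in limma), and from 1.38 ± 0.07 to -8.53 ± 0.39 in LM8 cells, at least 299.4-fold (adjusted p = 5.25e-05). Rhox2c on the X chromosome was higher in both lines, by 2.04 in Dunn (adjusted p = 0.398) and by 7.37 in LM8 cells (adjusted p = 8.35e-04) on the log2 scale. Early LM8 cells were well above background for Rhox2c on 1 of 3 arrays. From the excess of shared genes over the statistically expected number, the paper reasons that parental and metastatic cells of the mouse system undergo a common change during serial passaging.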

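With early and late passages pooled, 6 LM8 arrays were compared with 6 Dunn arrays. In limma, 8913 genes (44.2%) differed over 2-fold at an unadjusted p under 0.05, 1303 higher and 7657 lower in LM8, and 7510 genes at a false discovery rate under 0.05. With each array left out in turn, the latter number ran from 2254, without late LM8 replicate 2, to 9372. Over all probes, the median difference of the scaled signal between LM8 and Dunn cells was -0.78 on the log2 scale. Of the 9894 probes well above background on no array, 8711 passed, each of them lower in LM8. Of the 15079 probes well above background on all arrays, 2199 passed, of which 64.2% were lower. The number and the split depended on the processing. Normexp background correction moved the count most among the alternatives set beforehand, to 1541 genes, 834 higher and 708 lower. Quantile normalization gave 3667 genes, 1865 higher and 1822 lower, and the authors' deposited table without scaling gave 6613, with 6164 higher and 455 lower. Over probes well above background, 2929 genes differed, 1328 higher and 1619 lower.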

To compare the number of differentially expressed genes after serial passaging with that of the comparison of the metastatic versus the parental cell lines, we pooled the data sets of early and late passages of each parental and metastatic cell line before the comparison between low and highly metastatic cell lines was performed. In the most unstable SAOS/LM5 cell system, the sum (3244) of differentially expressed genes after serial passaging of SAOS and LM5 cells was in the same range as after the comparison between low and highly metastatic cell lines (2578). In the other two cell line systems, the comparison between low and highly metastatic cell lines yielded higher numbers of differentially expressed genes than the sum of differentially expressed genes in respective cell lines after serial passaging (Table D in S1 File). 

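In the Dunn/LM8 system, the passage-related genes of both lines summed to 2870, and the pooled comparison gave 3.11 times this number. The pooled comparison had 6 arrays per group and the passage comparisons 3, so their power differs. The ratio of the pooled number to the sum was 1.196 after quantile normalization, 1.55 after normexp background correction, 1.72 in the unscaled deposited table, 1.43 over probes well above background and 1.70 with the slide as a block. Under each alternative set beforehand, and with each array left out (1.61 to 4.04), the pooled number was the higher one. Array quality weights, chosen after the values were seen, turned the order, with a sum of 9589 and 5500 genes in the pooled comparison.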

Altered gene expression after serial passaging may nevertheless affect the analysis of metastasis-relevant genes in all these cell systems.

### Chromosomal localization of genes differentially expressed after serial *in vitro* passaging

After serial passaging, significant (p<0.01) clustering of up- or down-regulated genes on distinct chromosomes was observed in all cell lines except in 143B cells, the most stable cell line during *in vitro* culture (Table D in S1 File). In SAOS and LM5 cells, such clusters of differentially regulated genes were found on four and seven chromosomes, respectively. Up-regulated genes in SAOS (64 genes) and LM5 (99 genes) cells were found enriched on chromosome 12. Based on the fact that 22 of the up-regulated genes on chromosome 12 were found to be identical in the two cell lines and only two were expected by chance, corresponding chromosomal loci appear to be hot spots for changes in gene expression during serial passaging of SAOS and LM5 cells. The same applies to 22 genes (only 4 expected by chance) located on chromosome 1. In SAOS cells, 28 up-regulated genes clustered in the central to distal region of the long arm of chromosome 1 from 1q41-1q42.13, and 21 genes clustered in the distal region 12p13.31-12p13.33. In LM5 cells, up-regulated gene expression clustered in distal parts in 4p16.1-4p16.3 (41 genes), 12p13.31–12p13.33 (21 genes) and 16p13.3 (18 genes), whereas down-regulated genes clustered in the central part of 10p12.1-10p12.31 (17 genes) and in adjacent 10p13 (10 genes). Of the 22 genes on chromosome 12 found up-regulated in both, the SAOS and LM5 cells, 11 genes map to the region 12p13.31-12p13.33. Taken together, all findings support the notion that genes, which undergo differential expression during serial passaging of SAOS and LM5 cells are not randomly distributed in the genome, but are located in clusters on distinct chromosomes or even in cytobands. Even though more chromosomes and regions thereof are affected in the metastatic LM5 cells than in parental SAOS cells, some of the hot spots of differentially expressed genes identified in the two cell lines were found to be identical.

Serial passaging of HOS cells revealed preferential down-regulation of genes on chromosomes 17 (28 genes) and 19 (50 genes) whereas in 143B cells no enrichment on distinct chromosomes was recognized. Clustering of 11 down-regulated genes in the central region 5q31 and of 12 up-regulated genes in distal region 19p13.3 was noted in HOS cells. In 143B, no cytobands were affected to any great extent.

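Chromosomes were tested with the EASE score, a 1-sided Fisher's exact test in which 1 gene is taken off the list, against all genes tested. Late Dunn cells had 6 chromosomes with an EASE score under 0.01 and more than 20 changed genes. Up-regulated genes of Dunn cells were enriched on chromosome 10, with 27 genes against 15.4 predicted (adjusted p = 0.0458), and on chromosome 14. Down-regulated genes were enriched on chromosomes 4 (67 against 46.5, adjusted p = 0.0270), 12 (41 against 23.6, adjusted p = 0.0122), 13 (48 against 28.6, adjusted p = 0.0122) and 19 (58 against 26.4, adjusted p = 1.73e-06). These p-values were adjusted over all chromosomes and both directions of the line. In LM8 cells, only the X chromosome passed the same levels. The Dunn number moved with the processing, to 3 chromosomes (12, 13 and 19) after quantile normalization, to 2 (12 and 13) after normexp background correction, to 2 (14 and 18) in the authors' deposited table and to 3 (3, 13 and 14) with the slide as a block.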

In serially passaged mouse Dunn and LM8 cells, differentially regulated genes were located on three and one chromosomes, respectively. In Dunn cells, up-regulated genes were mainly found on chromosomes 14 (24 genes) and 18 (20 genes), and down-regulated genes on chromosome 9 (24 genes). 

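On chromosome 14, 23 genes were higher in late Dunn cells against 11.7 predicted (adjusted p of the exact test 0.0301), and on chromosome 18, 14 genes against 7.86 (adjusted p = 0.204). On chromosome 9, 58 genes were lower against 44.5 predicted (adjusted p = 0.174). Chromosome 14 did not stay under an adjusted p of 0.05 after quantile normalization (0.720), after normexp background correction (0.670) or under a floor on dim signals (0.0762). In the authors' deposited table, 84 higher genes lay on chromosome 18 (adjusted p = 2.75e-06), and on chromosome 9 the number of lower genes, 5, was under the predicted 6.37. Leaving out 1 array at a time gave 14 to 33 genes on chromosome 14, 11 to 18 on chromosome 18 and 40 to 165 on chromosome 9. Chromosome 14 had an adjusted p over 0.05 in 4 of these 6 fits, up to 0.756.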

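In late LM8 cells, 67 genes of the X chromosome were higher than in early cells, where 25.7 were predicted from the size of the list (EASE score as an exact test, adjusted p = 8.60e-11). The enrichment passed an adjusted p of 0.05 under each alternative tested, and with each array left out 59 to 75 genes of the X chromosome were higher. Pnma5 and Rhox2c, both among the genes of LM8 cells that rose most, lie on this chromosome.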

In LM8 cells preferential up-regulation was observed only on chromosome X (46 genes). Clustering was low with three and one affected cytobands in Dunn and LM8 cells, respectively, containing only 9 to 11 genes. Taken together, chromosomal events during culture, which remain to be defined, appear to contribute to differential gene expression predominantly in the SAOS/LM5 cell system and to a lesser extent in the other two systems.

During selection for metastatic activity of OS cell lines in the individual systems, changes in gene expression occurred on more chromosomes than during serial passaging (Table D in S1 File). In the SAOS/LM5 cell system, 11 of the 22 autosomes and the X chromosome showed significant enrichment of up- and down-regulated gene expression. In the HOS/143B cell system 9 autosomes were affected, and in the Dunn/LM8 cell system 6 of the 19 autosomes exhibited significant enrichment of differentially expressed genes. 

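In the comparison of LM8 with Dunn cells over pooled passages, 8 of the 19 autosomes had an EASE score under 0.01, 4 for genes higher in LM8 and 4 for genes lower in LM8. Higher genes were enriched on chromosomes 4 (105 against 78.5 predicted), 12 (70 against 39.9), 16 (59 against 40.7) and 18 (54 against 30.7), with adjusted p-values of the exact test of 0.00988, 8.51e-05, 0.0173 and 7.92e-04. Lower genes were enriched on chromosomes 1 (487 against 429.9), 6 (512 against 415.1), 7 (755 against 691.1) and 9 (517 against 443.2), with adjusted p-values of 0.00209, 3.06e-08, 0.00518 and 8.51e-05. These lists of lower genes contain the dim probes described for the pooled comparison. With each array left out in turn, 7 to 9 autosomes passed. The chromosomes depended on the processing. For lower genes, chromosomes 1 and 7 did not pass and 15 and 17 did after normexp background correction, over probes well above background and against a background of genes well above background. In the authors' deposited table, chromosome 6 alone passed for lower genes.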

Taken together, chromosomal instability appears to contribute to altered gene expression during culture and to a greater extent during selection for increased metastatic activity of OS cell lines.

### Analysis of chromosomal aberrations by aCGH in SAOS and LM5 cells subjected to serial passaging or selection for increased metastatic activity

OS display on average a high rate of genomic imbalances (25% genome fraction vs. ~14% in all cancer entities; data based on [28]). In the present study, an analysis of copy number (CN) gains and losses was carried out by aCGH analysis in SAOS and LM5 cells at early and late passages (Fig 2A). The analysis of published chromosomal aberrations in SAOS cells (GSM170249; [25]) revealed differences in CN of 52% of the genes of the normal human diploid genome, consisting of 46% gains and 6% losses in CN (Fig 2B). Our population of early passage SAOS cells showed 9% CN differences compared to GSM170249, with a total aberrant fraction of 48% consisting of 43% gains and 5% losses in CN compared to the diploid genome.

**Fig 2:**
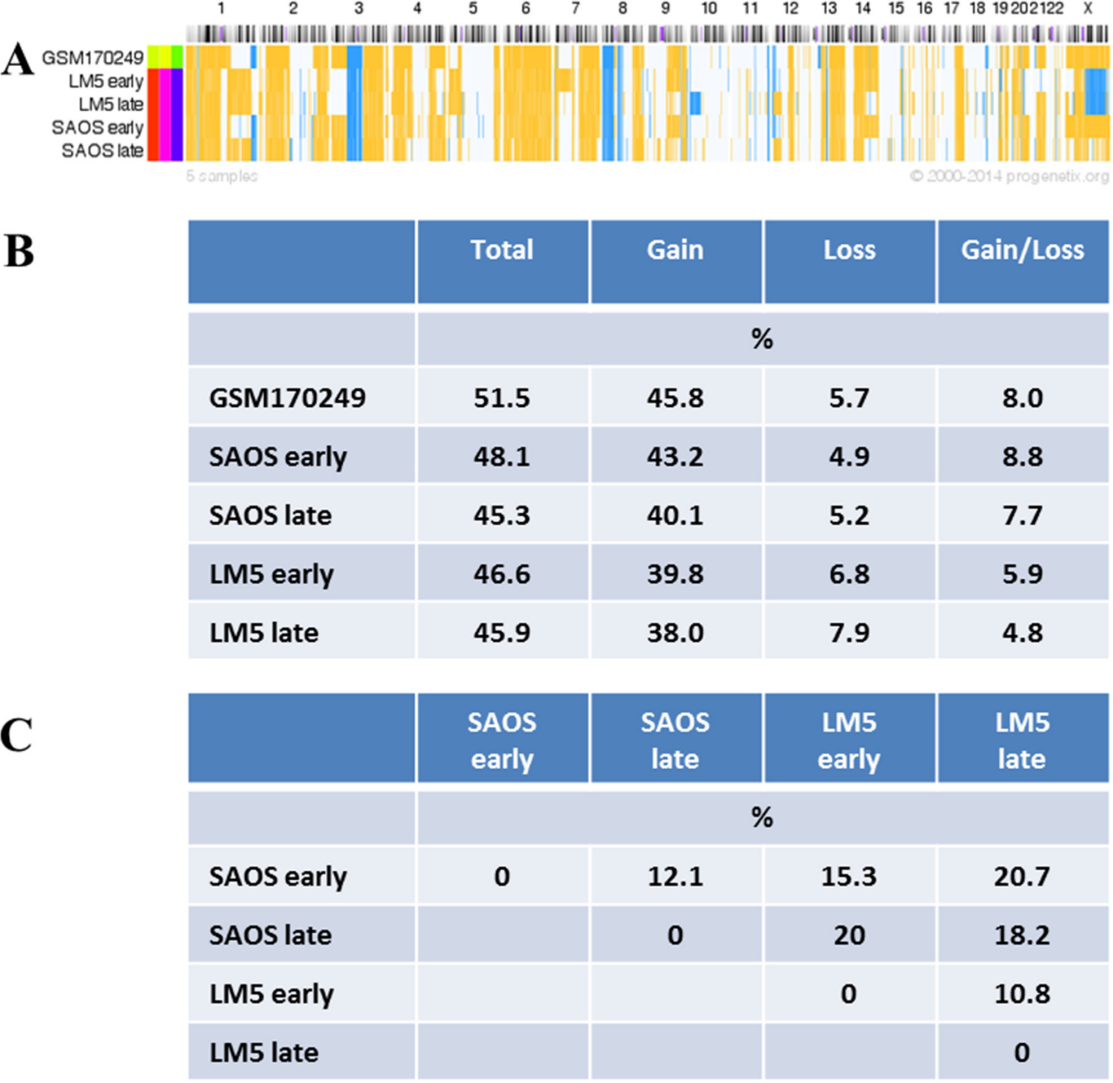
Copy number (CN) aberrations in the SAOS/LM5 cell system. (A) CN gains (yellow) and losses (blue) compared to normal diploid human genome were analyzed in SAOS and LM5 cells of early and late passages and compared to published data of SAOS cells (GSM170249; [25]) using arrayMap as described in *Methods*. (B) Statistics of CN gains and losses compared to normal human diploid genome. (C) Total CN differences between early and late passages of SAOS and LM5 cells.

During serial passaging of SAOS and LM5 cells, changes in CN between early and late passages involved 12.1% (4.4% gain and 7.7% loss) and 10.8% (3.9% gain and 6.9% loss) of the genes of the entire genome, respectively (Fig 2C). The largest difference (20.7%) of total CN variation was observed when early passage SAOS cells were compared to late passage LM5 cells.

“Macro”-aberrations, defined as loss or gain of at least one cytoband, during serial passaging of SAOS and LM5 cells, are summarized in Table E in S1 File. Seventeen macro-aberrations were identified in both SAOS (5 gains and 12 losses) and LM5 cells (9 gains and 8 losses). Interestingly, 6 out of 17 chromosome regions with CN changes during culture were the same in the two cell lines. They included 3q (loss), 9q (loss), 12p (gain) and 14q (loss). A comparison of the list of the up- and down-regulated genes obtained by microarray analysis with the regions of dynamic CN status found by aCGH analysis revealed a 2–2.2 fold ratio of observed over expected total coincidence (Table F in S1 File). A 3-fold most prominent coincidence was found for up-regulated genes in late versus early LM5 cells. This indicates that a substantial fraction of observed expression differences following serial passaging results from changes in CN of the affected genes. “Hotspots" of coincidence in changes of gene CN and expression were up-regulated genes in 1q and 12p in late passage SAOS cells and up-regulated genes in 4p, 12p and 21q in late passage LM5 cells (Fig A in S1 File). Coincidence of down-regulated genes and CN loss was observed in late passage LM5 cells in 9q and 10p. These results largely confirm the above described significant clustering of differentially expressed genes in distinct chromosomes and cytobands (Tables D and E in S1 File).

Macro-aberrations, defined as losses or gains in CN in LM5 compared to SAOS cells, which occurred independent of passage number during selection for increased metastatic activity are summarized in Table G in S1 File. Seventeen regions (8 gains and 9 losses) with macro-aberrations were identified on 10 chromosomes. The largest changes in CN observed were losses in 3p, 4q, 8q, 20q and Xq and gains in 1q, 5p, 15q and 20p. Thus, considerable changes in CN in distinct regions of individual chromosomes occurred also during selection for increased metastatic activity of LM5 compared to SAOS cells, but in locations different from those that showed CN changes during serial passaging of the individual cell lines.

### Genes deregulated after serial passaging

Pathway analysis of differentially expressed genes in early and late passage cells revealed a significant enrichment (p<0.05) of genes involved in the "Focal adhesion" pathway in all cell lines investigated except in 143B cells (Table 1). Genes of all other pathways listed in Table 1 were only significantly enriched in three out of the six cell lines investigated. The analysis also showed that genes, which were differentially regulated in both the SAOS and LM5 cell lines at early and late passages belonged to pathways involved in "Focal adhesion", "Cytokine-cytokine receptor interaction" and "PPAR signaling pathway" (not listed in Table 1). Similarly, in the Dunn/LM8 cell line system, genes belonging to the three pathways "Focal adhesion", "ECM-receptor interaction" and "Pathways in cancer" were differentially regulated in both cell lines upon serial passaging. In the HOS/143B cell systems, on the other hand, only genes involved in "Neuroactive ligand-receptor interaction" were differentially regulated in both cell lines.

**Table 1:** Number of differentially regulated genes enriched in KEGG pathways after serial passaging of indicated cell lines.

KEGG pathways	SAOS	LM5	HOS	143B	Dunn	LM8
Focal adhesion	**22** (13/9)	**33** (**20**/13)	**20** (12/8)		**16** (**9**/7)	**20** (3/**17**)
Cytokine-cytokine receptor interaction	**30** (18/**12**)	**37** (15/**22**)	**25** (15/10)			
ECM-receptor interaction		**19** (9/**10**)			**9** (3/**6**)	**12** (1/**11**)
Neuroactive ligand-receptor interaction	**26** (17/9)		**24** (**17**/7)	**9** (5/4)		
TGF-beta signaling pathway		**16** (**11**/5)	**21** (**9**/**12**)		**8** (4/4)	
Pathways in cancer			**27** (**20**/7)		**21** (**13**/8)	**26** (**12**/**14**)

Pathways are listed that are significantly (**p<0.05**) enriched in at least three cell lines. The numbers in brackets indicate up-/down-regulated genes (>2-fold; p<0.05). Comparison is performed from pooled data sets from early and late passages.

In SAOS and LM5 cells 13 and 20 genes, respectively, involved in "Focal adhesion" were up-regulated in late versus early passage, and four genes (CCND1, ITGA4, PARVG and MYL10) were up-regulated in both cell lines. This was confirmed by real-time PCR analysis (Fig B in S1 File), in which CCND1, ITGA4 and PARVG (3 out of 4) genes also showed a > 2-fold increase in expression in late versus early passage. No gene involved in "Focal adhesion" was found down-regulated in both the SAOS and LM5 cell lines. Thirty and 37 genes belonging to "Cytokine-cytokine receptor interaction" were enriched in SAOS and LM5 cells, respectively. The two cell lines had 6 down-regulated (IL15, IL15RA, IL20RB, BMPR1B, EDA and INHBE) and five up-regulated genes (TNFRSF8, TNSF10, CNTFR, NGFR and CXCL14) in common. In the "PPAR signaling pathway" 11 and 13 genes were enriched in SAOS and LM5 cells, respectively. FABP6 was up-regulated and PCK2 and SCD5 were down-regulated in both cell lines.

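Col4a1, Col4a2 and Itga11 were lower in late than in early cells of both mouse lines, with every early array above every late array. For each gene, 3 arrays per group were compared in limma, and signals are on the log2 scale relative to the 75th percentile. Col4a1 on chromosome 8 changed by -3.37 in Dunn cells, from 0.37 ± 0.24 (SD) in early cells (standard error of the change 0.42, adjusted p = 0.212). It went from -2.91 ± 0.40 to -4.56 ± 0.38 in LM8 cells, a change of -1.65 (standard error 0.30, adjusted p = 0.0477, and 0.051 with the slide as a block). This adjusted p was under 0.05 in 1 of the 6 fits without 1 LM8 array (up to 0.189) and in 2 of 8 other settings (up to 0.353), of which 2 were chosen after the values were seen. Col4a2, also on chromosome 8, went from 0.73 ± 0.35 to -4.71 ± 1.83 in Dunn cells (change -5.44, standard error 0.94, adjusted p = 0.395). In LM8 cells it went from -3.77 ± 0.18 to -8.58 ± 0.40, where it was well above background on 0 arrays, at least 8.44-fold lower (adjusted p = 5.49e-04). Itga11 on chromosome 9 went from 3.64 ± 0.33 to 2.03 ± 0.10 in Dunn cells (change -1.61, standard error 0.32, adjusted p = 0.441) and from 2.33 ± 0.20 to -2.17 ± 0.45 in LM8 cells (change -4.50, standard error 0.27, adjusted p = 8.35e-04). The change of Itga11 differed between the lines by -2.89 (interaction in limma, adjusted p = 0.0144). All alternatives kept the direction of these changes.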

In the Dunn and LM8 cell lines, 7 and 17 genes, respectively, of the "Focal adhesion" pathway were down-regulated in late versus early passage and three genes (COL4A1, COL4A2 and ITGA11) were down-regulated in both cell lines. These genes are also involved in "ECM-receptor interaction" and are the only genes in this pathway, which are regulated in both Dunn and LM8 cells. None of the up-regulated genes involved in "Focal adhesion" and "ECM-receptor interaction" was found altered in both Dunn and LM8 cells. Interestingly, in the Dunn/LM8 cell line system also genes involved in "Pathways in cancer" were significantly deregulated during serial passaging. 

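Epas1 on chromosome 17 and Fgf15 on chromosome 7 were also lower in late cells of both lines, with every early array above every late array. The log2 signal of Epas1 went from 4.32 ± 0.07 (SD, n = 3) to 2.44 ± 0.26 in Dunn cells and from 2.41 ± 0.14 to 1.25 ± 0.53 in LM8 cells. The changes were -1.88 (adjusted p = 0.340 in limma) and -1.16 (adjusted p = 0.142). Of the other probes of Epas1, 1 changed over 2-fold in both lines, by -2.21 and -1.22, and the remaining 1 did not, with -0.55 and -0.11. Fgf15 changed by -3.08 in Dunn cells, from -1.04 ± 0.26 to -4.13 ± 1.29 (adjusted p = 0.538), and by -1.21 in LM8 cells, from -0.13 ± 0.36 to -1.33 ± 0.39 (adjusted p = 0.121). Over the 5 genes named here and above (Col4a1, Col4a2, Itga11, Epas1 and Fgf15), all 5 passed in both lines with p-values adjusted over the list alone. Over all probes tested, 0 passed in Dunn cells, where all 5 were under an unadjusted p of 0.05, and 3 in LM8 cells, Col4a1 among them next to the level. Neither the counts over the list alone nor those over all probes are independent evidence, since the study chose the list on these samples.

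**Figure D1:**
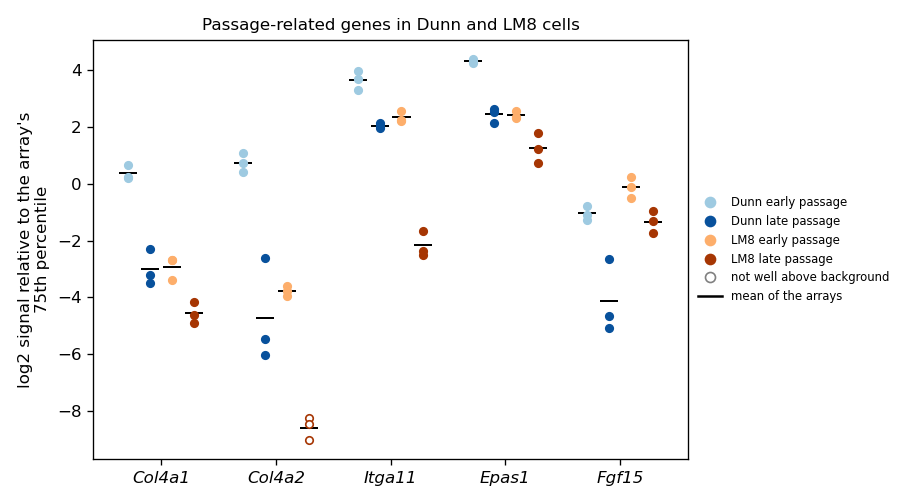
Log2 signal of each array relative to its 75th percentile (vertical axis) for 5 genes in early and late Dunn and LM8 cells, with filled circles for arrays on which the probe was well above background, open circles for the others and black lines for the mean of 3 arrays. For each gene the early arrays lie above the late arrays of the same line, as for Itga11 in LM8 cells with means of 2.33 and -2.17.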

No up-regulated genes, but four down-regulated genes (COL4A1, COL4A2, EPAS1 and FGF15) of the "Pathways in cancer" were found in both cell lines.

In the HOS/143B cell line system, only genes involved in "Neuroactive ligand-receptor interaction" were significantly deregulated, but with minimal commonly affected genes. But in HOS cells, like in the Dunn/LM8 cell line system, also genes of the "Pathways in cancer" were deregulated during serial passaging.

Taken together, the results of the pathway analysis imply deregulation of genes involved in "Focal adhesion" during serial passaging in all three cell line systems. A partial common shift in gene expression of genes belonging to other pathways was also observed in the SAOS/LM5 and the Dunn/LM8, but not the HOS/143B cell systems. Moreover, some genes deregulated in during serial passaging might also play a role in cancer.

### Genes deregulated after selection for increased metastatic activity

In order to analyze genes that increase the metastatic activity of LM5, 143B and LM8 cells, independent of the observed *in vitro* instability, two approaches were followed. First, the expression data sets of early and late passaged cells were pooled before the comparison of the data obtained for the metastatic and parental cell lines was performed for each of the three cell line systems. 

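In the pooled comparison of LM8 and Dunn cells, the largest differences among the genes eligible to be named were those of genes that 1 line did not express well above background on any of its 6 arrays. A change over 2-fold in each of the 4 comparisons of single passages was part of the rule that chose these genes. It is therefore no further evidence. Tesc on chromosome 5 had a log2 signal of -6.25 ± 0.69 (SD, n = 6) in Dunn and 1.22 ± 0.24 (SD, n = 6) in LM8 cells, at least 84.9-fold higher (adjusted p = 1.44e-08 in limma). Sdr39u1 on chromosome 14 and Snord123 on chromosome 15 were at least 58.9-fold and 42.0-fold higher (adjusted p = 2.81e-06 and 2.62e-07). The other probe of Sdr39u1 differed by 5.12 on the log2 scale, against 7.90 for the brightest. Pkdcc on chromosome 17 had 4.03 ± 0.24 in Dunn and -8.53 ± 0.40 in LM8 cells, at least 1619-fold lower (adjusted p = 1.02e-11). After normexp background correction, the difference of Pkdcc was -7.36 on the log2 scale, smaller than this bound. Slit3 on chromosome 11 was at least 855.7-fold lower (adjusted p = 3.80e-09) and Hc on chromosome 2 at least 531-fold lower (adjusted p = 3.08e-09).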

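Each comparison of single passages set 3 LM8 arrays against 3 Dunn arrays. Over 2-fold at an unadjusted p under 0.05 in limma, LM8 early versus Dunn early gave 8672 genes, 1147 of them higher in LM8, and LM8 late versus Dunn early gave 11405 genes, 1710 higher. Against late Dunn cells, LM8 early gave 2151 genes, 860 higher, and LM8 late gave 3264 genes, 1210 higher. The median change over all probes was -0.85 and -1.02 against early Dunn cells and -0.55 and -0.66 against late Dunn cells on the log2 scale, so that part of the higher counts against early Dunn cells goes with a shift of all probes.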

Second, the comparison between low and highly metastatic cell lines was performed for each of the four individual combinations of passage data sets (metastatic early/parental early; metastatic late/parental early; metastatic early/parental late; metastatic late/parental late).

Pathway analysis of the pooled data sets revealed significant enrichment of differentially regulated (p<0.05) genes belonging to "Pathways in cancer", "Basal cell carcinoma", "Focal Adhesion", "ECM-receptor interaction" and "Wnt signaling pathway" in all three cell line systems (Table 2). 56, 95 and 59 genes belonging to "Pathways in cancer" were differentially regulated in the SAOS/LM5, HOS/143B and Dunn/LM8 cell systems, respectively. As genes belonging to some of the pathways were also significantly deregulated during serial passaging of parental and/or metastatic cell lines, we searched for genes belonging to "Pathways in cancer" that were consistently regulated (>2-fold; p<0.05) in all individual combinations of early and late passage data sets of metastatic and parental cell lines. 

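The genes of the KEGG pathways were not used here, and the count was made over all genes. In the Dunn/LM8 system, 1140 genes differed over 2-fold in the same direction at an unadjusted p under 0.05 in all 4 comparisons. The 4 comparisons share arrays, so unchanged groups were simulated, and 20 simulations gave a median of 18 such genes (10 to 25). With each array left out in turn, 917 to 1589 genes differed in all 4 comparisons. Normexp background correction gave 540.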

Compared to the pooled analysis, the number of differentially regulated genes was now reduced to 14 (25%), 58 (61%) and 29 (49%) genes in the SAOS/LM5, HOS/143B and Dunn/LM8 cell systems, respectively. The herewith identified potential metastasis-relevant genes for each cell line system together with the fold regulation are listed in Table H in S1 File.

**Table 2:** Number of differentially regulated genes enriched in KEGG pathways in high and low metastatic cell lines.

KEGG pathways	LM5/SAOS	143B/HOS	LM8/Dunn
Pathways in cancer	**56** (**29**/27)	**95** (**49**/**46**)	**59** (**32**/**27**)
Basal cell carcinoma	**18** (**11**/7)	**21** (**13**/8)	**13** (**11**/2)
Focal adhesion	**36** (16/20)	**67** (24/**43**)	**40** (14/**26**)
ECM-receptor interaction	**23** (8/**15**)	**37** (12/**25**)	**16** (4/**12**)
Wnt signaling pathway	**29** (13/**17**)	**41** (**25**/16)	**31** (**25**/6)
Bladder cancer		**14** (**9**/5)	**13** (**8**/5)
Colorectal cancer		**29** (**19**/10)	**18** (**14**/4)
Small cell lung cancer		**31** (**15**/**16**)	**17** (7/**10**)
ErbB signaling pathway		**24** (13/11)	**16** (10/6)
MAPK signaling pathway		**76** (**36**/**40**)	**40** (22/**18**)
Hedgehog signaling pathway	**16** (**11**/5)	**19** (**12**/7)	
Calcium signaling pathway	**34** (12/**21**)	**54** (22/**32**)	
Gap junction		**27** (14/14)	**17** (**13**/4)
Adherens junction		**22** (11/11)	**15** (10/5)

Pathways are listed that are significantly (**p<0.05**) enriched in at least two cell line systems. The numbers in brackets indicate up-/down-regulated genes (>2-fold; p<0.05). Comparison is performed from pooled data sets from early and late passages.

Among the signaling pathways the "Wnt signaling pathway" and the "Hedgehog signaling pathway" also showed significant enrichment in the pathway analysis of the pooled data sets (Table 2) and both pathways are known to play an important role in bone development [29]. Genes involved in these pathways were also deregulated after serial passaging of parental and/or metastatic cell lines (Table I in S1 File), with the SAOS/LM5 cell system being the most affected. Therefore, we performed again individual metastatic versus parental comparisons of early and late data sets that revealed significant enrichment of up-regulated genes that belong to "Hedgehog signaling pathway" (3 of 4 comparisons) in all three cell line systems (Table J in S1 File). Up-regulation of the "WNT signaling pathway" was observed in LM8 (3 comparisons) and 143B cells (4 comparisons). The combined lists of up-regulated genes (>2-fold; p<0.05) that are regulated under at least three comparisons together with the fold regulation is shown in Table K in S1 File. 

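Over all genes, and not only those of these pathways, 663 genes were higher in LM8 than in Dunn cells in at least 3 of the 4 comparisons. The same simulations of unchanged groups, without an effect of the slide or a shift of all probes, gave a median of 40 (22 to 52). The number was 3445 in the authors' deposited table, which is not scaled between arrays, and 483 to 763 with each array left out in turn.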

In the SAOS/LM5, HOS/143B and Dunn/LM8 cell systems 17, 24 and 17 genes, respectively, belonging to "Wnt signaling pathway" and/or "Hedgehog signaling pathway" were up-regulated after selection for increased metastatic potential. 

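Of the 17 mouse genes shown in Fig. 3, 11 were higher in LM8 cells in at least 3 of the 4 comparisons. These were Ihh, Wnt1, Wnt8b, Vangl1, Wnt10b, Fzd7, Nkd2, Wnt11, Sfrp4, Ppp2r5c and Apc2. Tcf7, Dvl2, Sufu and Nfatc4 passed in 2 comparisons and Gli2 in 1. None of the 17 genes was lower in LM8 in any of the 4 comparisons. Under a floor on dim signals, Fzd7 was counted as higher in 3 comparisons and as lower in 1. With each array left out in turn, 9 to 14 genes passed in at least 3 comparisons. Normexp background correction lowered the number most, to 6.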

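In the Dunn/LM8 system, Ihh, Wnt1, Wnt8b and Vangl1 were higher in LM8 in all 4 comparisons, 4 of the 17 genes of Fig. 3. The number was 8 after quantile normalization, 13 in the authors' deposited table and 2 after normexp background correction, where Wnt8b passed in 2 comparisons and Ihh in 0. Leaving out 1 array at a time gave 3 to 7. Over the pooled passages, the log2 signal of Wnt1 on chromosome 15 was -2.69 ± 0.29 (SD, n = 6) in Dunn and -0.56 ± 0.20 (SD, n = 6) in LM8 cells, a difference of 2.13 (standard error 0.19, adjusted p = 1.67e-05 in limma). Its other probe gave 2.05. Vangl1 on chromosome 3 differed by 4.23 (standard error 0.74, adjusted p = 0.00294), where Dunn cells were well above background on 1 of 6 arrays. Wnt8b on chromosome 19 differed by 2.54 (standard error 0.52, adjusted p = 0.00724), with Dunn cells well above background on 3 arrays, and its other probe by 1.43 (adjusted p = 0.135).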

In the SAOS/LM5, HOS/143B and Dunn/LM8 cell systems 7 (41%), 18 (75%) and 10 (59%) genes, respectively, were significantly up-regulated in all four comparisons. This is consistent with the observation that in the SAOS/LM5 cell system, 11 of the 17 listed genes (65%) were also deregulated after serial passaging, whereas in the HOS/143B and Dunn/LM8 cell system only 21% and 18%, respectively, of the genes were differentially expressed upon serial passaging. 

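Of the 17 genes in the Dunn/LM8 system, 6 (35.3%) changed over 2-fold at an unadjusted p under 0.05 with passage in at least 1 line. Sfrp4 on chromosome 13 was higher in late cells of both lines, by 1.38 in Dunn and by 1.39 in LM8 on the log2 scale (adjusted p = 0.0292 in LM8 in limma). Wnt8b (-1.88), Vangl1 (-2.71) and 1 probe of Nkd2 (-1.98) were called lower in late Dunn cells. For Wnt8b and Vangl1 these calls rest on signals near background, as Dunn cells were well above it on 3 and 1 of 6 arrays, and the other probe of Wnt8b gave 0.77 (adjusted p = 0.947), so the sizes of their falls and the count of 6 genes are uncertain. Wnt11 was higher in late LM8 cells, by 1.30 (adjusted p = 0.0742), and Nfatc4 fell by 2.44 there (adjusted p = 0.00881). Of the 6 genes, Wnt8b and Vangl1 were among those higher in LM8 in all 4 comparisons. The paper relates the share of genes up-regulated in all comparisons to the share that also changed with serial passaging.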

IHH, WNT10B and TCF7 were up-regulated in all three metastatic cell lines (Fig 3). 

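Ihh on chromosome 1 had a log2 signal of -5.59 ± 0.58 (SD, n = 6) in Dunn and -3.39 ± 0.38 (SD, n = 6) in LM8 cells over pooled passages, a difference of 2.20 (standard error 0.29, adjusted p = 4.63e-04 in limma). Dunn cells were well above background for Ihh on 2 of 6 arrays, and after normexp background correction the difference was 0.77, under 2-fold. Wnt10b on chromosome 15 had 0.36 ± 0.52 (SD, n = 5, 1 spot flagged) in Dunn and 1.66 ± 0.42 (SD, n = 6) in LM8 cells, a difference of 1.30 (standard error 0.29, adjusted p = 0.0129). Tcf7 on chromosome 11 differed by 1.00 (standard error 0.19, adjusted p = 0.00391), from 0.33 ± 0.29 to 1.34 ± 0.18, and its other probe by 0.96. Both lie next to the 2-fold level.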

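Fzd7 on chromosome 1 was higher in LM8 than in Dunn cells over pooled passages by 1.23 on the log2 scale (standard error 0.20, adjusted p = 0.00210 in limma), from -1.75 ± 0.32 (SD, n = 6) to -0.52 ± 0.26. A dimmer probe of Fzd7 gave -0.11. Wnt11 on chromosome 7 differed by 1.76 (standard error 0.43, adjusted p = 0.0170), from -4.37 ± 0.80 to -2.61 ± 0.77. Nkd2 on chromosome 13 differed by 0.48 (adjusted p = 0.194) in its brightest probe and by 2.01 in the other (adjusted p = 0.0112). Gli2 on chromosome 1 was well above background on 0 of 6 Dunn arrays and 5 of 6 LM8 arrays. Its difference of 1.12 (adjusted p = 0.0942) gives no bound above 1, and it turned to -0.20 with a floor on dim signals.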

The osteoblastic LM5 and LM8 cells showed the highest overlap in up-regulated genes (47%), reflected by five additional genes (FZD7, GLI2, NKD2, WNT1 and WNT11) that were found up-regulated in both cell lines. In summary, by compensation for the gene shift during culture, the analysis applied in the present study allowed the identification of genes involved in Hedgehog and WNT signaling pathways that were found up-regulated as a consequence of increased metastatic activity in all three cell line systems despite the limited stability of the investigated cell lines in culture.

**Fig 3:**
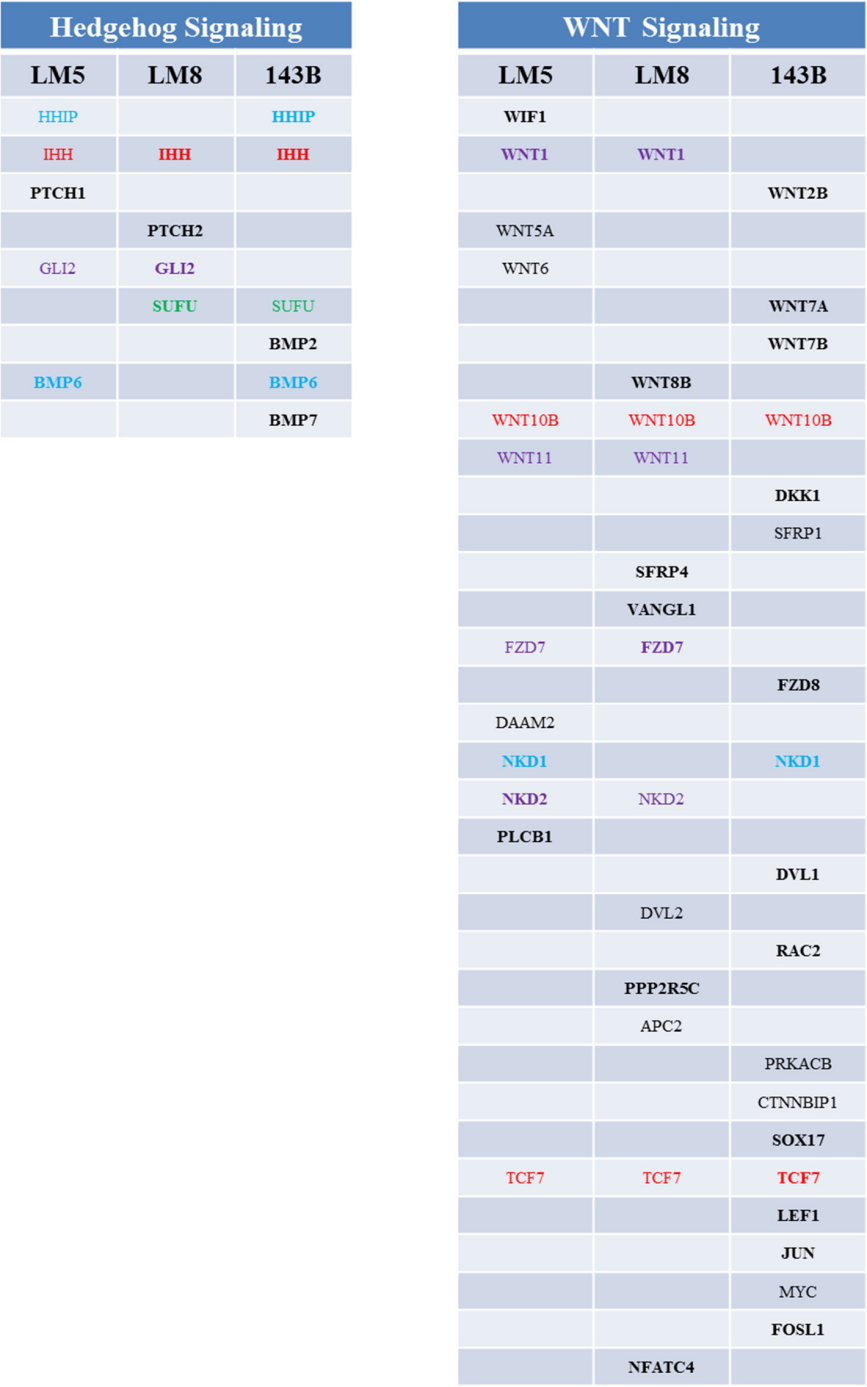
Up-regulated genes involved in hedgehog and WNT signaling in metastatic cell lines. Indicated genes are up-regulated (>2-fold; p<0.05) in at least three passage comparisons. Genes up-regulated in four passage comparisons are shown in bold. Genes marked in red are up-regulated in all three metastatic cell lines. Genes marked in purple, blue and green are shared by LM5 and LM8, LM5 and143B and LM8 and 143B, respectively.

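Among the other mouse genes of Fig. 3, Sfrp4 had a log2 signal of -1.34 ± 0.97 (SD, n = 6) in Dunn and 1.04 ± 0.79 (SD, n = 6) in LM8 cells over pooled passages, a difference of 2.38 (adjusted p = 0.00654 in limma). Apc2 on chromosome 10 differed by 1.46 (adjusted p = 0.00559), Dvl2 on chromosome 11 by 1.39 (adjusted p = 0.0289) and Ppp2r5c on chromosome 12 by 0.85 in its brightest probe (adjusted p = 0.0296) and by 1.66 and 1.89 in the others. Nfatc4 on chromosome 14 was at least 1.71-fold higher, with Dunn cells well above background on 0 of 6 arrays. Sufu on chromosome 19 fell by 0.09 in its brightest probe (adjusted p = 0.740), and its other probe gave 1.17 (adjusted p = 0.0110). With p-values adjusted over the list of 17 genes alone, 14 were under 0.05, and over all probes tested 14 were as well. The study chose the list on these samples, so neither count is independent evidence.

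**Figure D2:**
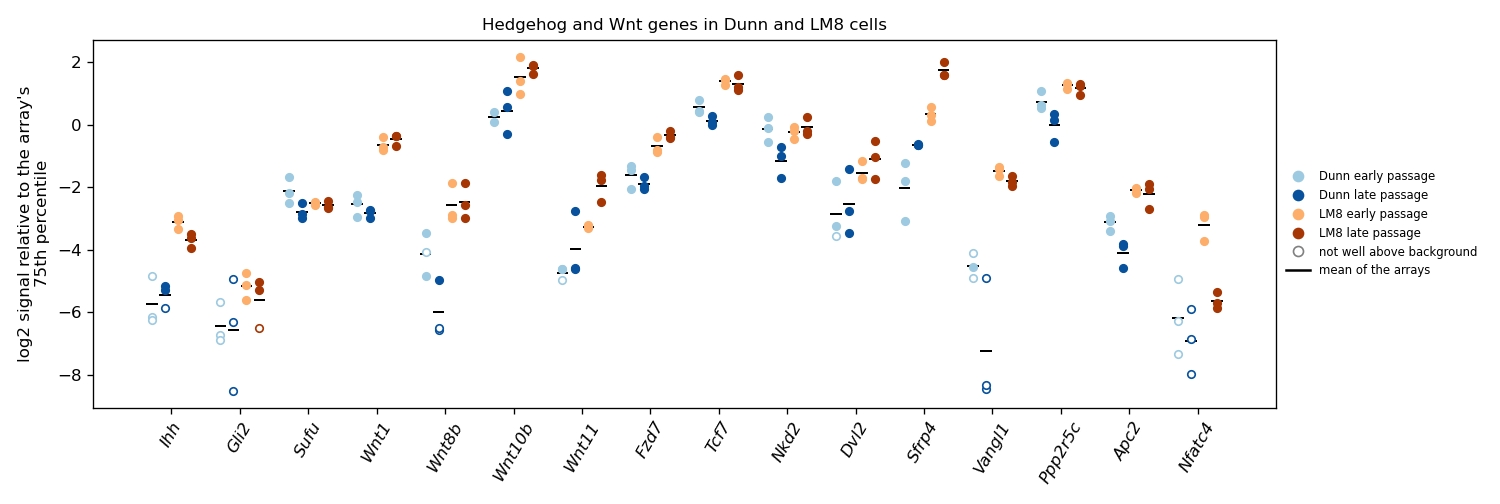
Log2 signal of each array relative to its 75th percentile (vertical axis) for 16 of the genes in early and late Dunn and LM8 cells, with filled circles for arrays on which the probe was well above background, open circles for the others and black lines for the mean of each group. Vangl1 shows a pooled difference of 4.23 against Dunn signals that were mostly not well above background (1.93 after normexp background correction), and Sufu a difference of -0.09 in the probe plotted, which is above 0 in the unscaled table (1.07) and after normexp background correction (0.05).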

## Discussion

The research in the field of OS is hampered by many circumstances. OS is a rare disease, morphologically heterogeneous and characterized by chromosomal instability that can include a chromothripsis-like pattern (CTLP) [3], which further increases the cell diversity within a given tumor specimen. There are a few established OS cell lines available that have been propagated *in vitro* for many doublings unknown in number since the isolation from the primary tumor. Therefore, there is an inherent risk for selection of certain cellular sub-clones by the *in vitro* propagation, e.g. through changes in cellular adhesion properties or proliferation rates as a consequence of ongoing genomic instability with the potential for altered gene expression and, as a result cellular *in vitro* and *in vivo* behavior. We therefore set out to investigate the gene expression stability during culture of three frequently used OS cell line systems, consisting of parental cell lines with low or moderate metastatic potential and derivatives thereof with increased metastatic potential. Two of the metastatic cell lines, the human LM5 [5] and mouse LM8 cells [9] were obtained by *in vivo* selection of parental SAOS and Dunn cells, respectively, whereas the 143B cells were derived from the HOS cells by Ki-ras transformation [30].

When we analyzed under high stringency the gene expression of the cell lines in early and late passages by microarray analysis, we realized that all cell lines, except the 143B cells, showed instability in gene expression. 

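At a false discovery rate under 0.01 over 2-fold, LM8 cells had 264 times as many passage-related genes per doubling as Dunn cells, where the Dunn value rests on a single gene. The ratio was 15.0 after quantile normalization, 24.0 over probes well above background and 3.58 after normexp background correction. Leaving out 1 LM8 array gave ratios of 61 to 158.4, and leaving out slide 1, chosen after the values were seen, gave 0. With 1 spread per probe shared by all 12 arrays, the ratio was 1.45. Where a setting left no Dunn gene at this level, no ratio can be given.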

Interestingly, the *in vivo* selected LM5 and LM8 cells showed at high stringency (>2-fold; fdr<0.01) a 9- and 5-fold higher instability during serial passaging than the parental cell lines, whereas the Ki-ras transformed 143B cells were apparently more stable than the parental HOS cells. So far we have no explanation for these findings, and we can only speculate that *in vivo* selected highly metastatic cell lines were the result of higher genomic instability that might contribute to altered gene expression and consequently an increase in metastatic activity. This would be in line with the observed inverse correlation of genome complexity with patients’ survival in sarcomas and some other cancer entities [31,32]. Ki-ras transformed 143B cells, on the other hand, might have been *in vitro* selected during culture as a genetically relatively stable sub-clone characterized by higher proliferation rate (not shown) than the parental HOS cells.

Chromosomal instability resulting in altered gene expression during culture was also evident especially in the SAOS/LM5 cell system, where differentially expressed genes significantly clustered on certain chromosomes or even in cytobands. We therefore investigated chromosomal imbalance by assessing CN gains and losses by aCGH analysis in these cells during culture. Both cell lines showed indeed ongoing chromosomal imbalance that correlated in part with altered gene expression. Interestingly, a partial common change in both, the gene expression and the chromosomal imbalance, was observed during culture, indicating that these processes may not randomly occur in these two cell lines. Significant clustering of differentially expressed genes on distinct chromosomes (>2-fold; fdr<0.01) was less evident in the other two cell line systems, suggesting that other mechanisms are employed. Interestingly, genes encoding products important for "Focal adhesion" were deregulated in all cell lines, except for the apparently stable cell line 143B. Other pathways, e.g. "ECM–receptor interaction" were also significantly deregulated in some cell lines, indicating that indeed adhesive selection during culture on plastic ware may alter the composition of cell populations with time during *in vitro* culture. The high degree of chromosomal instability during *in vitro* culture observed here differs from observations in mouse xenograft sarcoma cultures also including OS samples [33].

In light of the observed instability in gene expression in OS cell lines during culture, the question arises whether a prediction of metastasis-relevant genes can be made by comparing differentially expressed genes in parental cell lines and their metastatic derivatives. In an analysis in which data sets of early and late passaged cells were pooled before they were analyzed for potential metastasis relevant genes, the number of genes regulated during selection for increased metastatic activity was 3-fold higher than that observed after serial passaging of the more unstable metastatic cell line. 

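In the Dunn/LM8 system, the pooled comparison gave 5.04 times as many genes as the passage comparison of LM8 cells. This ratio was 2.89 after quantile normalization, 2.83 over probes well above background, 3.75 in the unscaled deposited table and 9.86 under a floor on dim signals, and with each array left out it ranged from 3.07 to 5.73.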

A pathway analysis of these pooled data sets revealed enrichment of genes involved in "Pathways in cancer" and "Wnt signaling pathway" in all three cell line systems, and in "Hedgehog signaling pathway" in two cell line systems. However, we also observed deregulation of genes belonging to these pathways during serial passaging of both the parental and metastatic cell lines. In an attempt to compensate for this shift in gene expression after serial passaging, we performed the comparison between high and low metastatic cell lines with all combinations of passaging data set comparisons (late/late, late/early, early/late and early/early). Resulting gene list for genes involved in "Pathways in cancer" revealed 14, 58 and 29 genes that were consistently (in all four comparisons) regulated in metastatic LM5, 143B and LM8 cells, respectively, compared to parental cell lines (Table H in S1 File). For the analysis of genes involved in "Hedgehog signaling" and "Wnt signaling pathway" the stringency was released to genes that were consistently regulated in at least three comparisons, as we observed deregulation of many of these genes also after serial passaging, especially in the SAOS/LM5 system. Here, we observed enrichment of 17, 24 and 17 up-regulated genes belonging to the "Hedgehog signaling" and/or "Wnt signaling pathway" in metastatic LM5, 143B and LM8 cells, respectively (Table K in S1 File and Fig 3).

The hedgehog (HH) signaling pathway includes among other components the secreted intercellular HH signaling proteins (IHH, DHH, SHH), the transmembrane HH receptors PTCH1 and -2 that, in the absence of ligands, constitutively repress the transmembrane receptor smoothened (SMO) and downstream the nuclear translocation of GLI family of zinc finger transcriptional regulators (for review see [34]; for KEGG pathway maps and gene lists see Fig C in S1 File). The canonical WNT signaling pathway includes among others the secreted WNT family of ligands, the frizzled (FZD) family of transmembrane receptors and co-receptors LRP5 and -6, the cytosolic DVL family of adaptor proteins that, in the presence of WNT ligand, releases GSK3 from the β-catenin destruction complex, which results in its nuclear translocation and the formation of a transcriptional complex together with TCF/LEF and finally activates target genes (for review see [35]). Both the HH and WNT signaling pathways play an important role in endochondral ossification and osteoblast maturation [29]. In OS there is accumulating evidence for the involvement of both pathways in tumor development and/or progression [36–39]. Here, we have identified common up-regulation of IHH, WNT10B and TCF7 in the metastatic LM5, LM8 and 143B cells compared to the parental cell lines.

In the HH signaling pathway, downstream of up-regulated IHH, PTCH1 or -2 were found up-regulated in LM5 and LM8 cells, respectively, together with GLI2. To this end, HH proteins have been shown to be over-expressed in OS cell lines compared to normal human bone [40] and PTCH1 was over-expressed in human OS biopsies and cell lines compared to normal human bone [40–42]. This indicates that an autocrine HH signaling may be involved in OS tumorigenesis. Downstream, GLI1 and -2 were shown over-expressed in OS cell lines compared to normal human bone [40–42] and GLI2 was also over-expressed in human OS biopsies [40,41]. Silencing of GLI2 inhibited OS tumor formation in nude mice [40,41] and arsenic trioxide, an inhibitor of GLI2 transcription, also reduced primary OS tumor formation in an OS mouse model [43]. Moreover, increased GLI2 expression correlated with poor survival of OS patients, indicating that GLI2 also contributes to tumor progression [42]. BMP2, a downstream target of GLI, was found up-regulated in 143B cells, and BMP2 was also increased in metastatic K7M2 compared to parental K12 OS cells [44]. Reanalysis of our Affymetrix arrays [4] revealed also increased PTCH1 expression in metastatic M132 and MG63-M8 compared to parental HUO9 and MG63 OS cells, respectively. Increased BMP2 expression was confirmed in K7M2 and also found in M132 OS cells. Taken together, the results point to an important role of up-regulated HH signaling in OS progression.

In the WNT signaling pathway, besides the commonly up-regulated WNT10B, several other WNT ligands were found to be up-regulated together with the FZD7 or -8 receptors (Fig 3). To this end, OS cells were shown to express several components of the WNT signaling pathway and the chemotactic response to exogenous WNT was increased in a mouse metastatic OS cell line compared to the parental cells with low metastatic potential, and increased WNT10B expression showed a trend (n = 44; P = 0.13) to shorter survival in patients [45,46]. An antibody to WNT1 induced cell death in sarcoma cells including OS [47]. Silencing of FHL2, a β-catenin interacting protein [48], reduced WNT signaling in OS cells, the expression of WNT5A and WNT10B and tumor formation and lung metastasis in a mouse OS model [49]. Silencing of WNT5A reduced the invasive properties of SAOS cells and WNT5A expression correlated with Enneking surgical stage and metastasis [50,51]. WNT5A was also over-expressed in metastatic sub-lines of the low metastatic human HUO9 OS cells [52] and in metastatic K7M2 compared to parental K12 cells, as revealed by the analysis of microarray data described in [4]. To our knowledge, no reports link altered FZD expression to OS tumor progression, but the expression of LRP5, a co-receptor for FZD, correlated with OS metastasis and high expression showed a trend (N = 44; P = 0.07) to shorter event free survival [46]. Interestingly, FZD7 was also found up-regulated in metastatic M132 and K7M2 compared to respective parental HUO9 and K12 OS cells [4]. Moreover, a dominant negative LRP5 mutant reduced tumor and metastasis formation in an experimental OS mouse model [53]. Downstream of the WNT receptors, the adaptor proteins DVL1 and DVL2 were up-regulated in 143B and LM8, respectively, and further downstream TCF7 was up-regulated in all 3 metastatic cell lines, and in metastatic M132 and K7M2 OS cells described in [4]. To this end, inhibition of TCF transcriptional activity reduced tumor growth and potentiated the effect of doxorubicin in an OS mouse model [54]. Taken together, our results imply that also up-regulated WNT signaling might contribute to metastasis formation in OS.

In conclusion, tumor derived cell lines are essential models to study biological aspects of malignancies, especially since they are amenable to genetic and pharmacological manipulation and an analysis of induced changes (e.g. DNA, gene expression, cell viability and morphology). However, cell lines inherently are the product of biological selection processes related to malignant transformation and/or immortality, but also of selection for and adaptation to *in vitro* conditions. The latter processes may be supported through an inherent genomic plasticity and promote the deviation of the cell line’s genotype and phenotype from these of the original tumor. Here, we have indeed observed instability of OS tumor cells during culture, which hampers the analysis of e.g. metastasis-relevant genes. However, by analyzing gene expression patterns of cells of different passages, we were able to identify up-regulated genes belonging to the "Hedgehog signaling pathway" and "Wnt signaling pathway" that appear to contribute to malignant transformation of OS cells.

In view of the here observed *in vitro* instability of OS cell lines, we would recommend that, in the future, the establishment of OS derived cells should not be based solely on *in vitro* propagation. Alternatively, freezing of viable stocks of biopsy or resection derived material should be envisaged. This can later be used for *in vivo* propagation in mice as patient-derived xenografts that have been shown to be genetically more stable [33].

## Supporting Information

S1 File Supporting tables and figures. **Table A in S1 File.** Culture conditions for cell lines. Difference (Δ) in passage number between late and early passage cells. Doublings were calculated based on 4.32 and 7.64 doublings at splitting ratios of 1:20 and 1:200, respectively. Table B in S1 File. Distribution of genes on chromosomes in the human and mouse arrays. n.p., not present in mouse; %, per cent of sum. Table C in S1 File. Primers used for real-time PCR analysis. Table D in S1 File. Chromosomal localization of differentially expressed genes after serial passaging and after selection for increased metastatic activity. Imbalances (p<0.01) of up- or down-regulated genes (>2fold; p<0.05) on chromosomes are listed when the sum of up- and down-regulated genes (in parenthesis) was >20. Analysis for metastasis-related genes was performed on pooled data sets obtained from early and late passaged cells. n; number of affected chromosomes. Preferential up-regulation is indicated in bold. Table E in S1 File. Chromosomal macro-aberrations after serial *in vitro* passaging of SAOS and LM5 cells. Commonly affected regions in SAOS and LM5 are indicated in yellow. Table F in S1 File. Correlation of regulated genes after serial *in vitro* passaging of SAOS and LM5 cells in microarray analysis with CN gains and losses in aCGH analysis. Fig A in S1 File. Chromosomal localization of regulated genes that correlate with CN gains and losses. A) Up-regulated genes in late compared to early SAOS that correlate with CN gain. B) Down-regulated genes in late compared to early SAOS that correlate with CN loss. C) Up-regulated genes in late compared to early LM5 that correlate with CN gain. D) Down-regulated genes in late compared to early LM5 that correlate with CN loss. Table G in S1 File. Chromosomal macro-aberrations after selection for increased metastatic activity in SAOS/LM5 cell system. The most affected regions are indicated in yellow. Fig B in S1 File. Real-time PCR analysis. Comparison of commonly up-regulated genes belonging to "Focal adhesion" in late versus early passaged SAOS and LM5 cells by microarray (MA) and real-time (qPCR) analyses. Table H in S1 File. Regulated (>2-fold; p<0.05) genes after selection for increased metastatic activity that belong to "Pathways in cancer" and are regulated under all passage-related comparisons. Table I in S1 File. Regulated genes (>2-fold; p<0.05) after serial *in vitro* passaging that belong to the "Hedgehog signaling pathway" and/or "WNT signaling pathway". Comparison is late versus early passage. Genes indicated in red are also regulated after selection for increased metastatic activity (Table K in S1 File). Table J in S1 File. Enrichment of regulated genes after selection for increased metastatic potential that belong to "Hedgehog signaling pathway" and "WNT signaling pathway" depending on individual comparisons of early and late passage data sets. Metastatic/parental; HH, "Hedgehog signaling pathway"; WNT, "WNT signaling pathway"; Total, total number of regulated (>2-fold; p<0.05) genes; Combined, combined gene lists of the four individual comparisons. Number of regulated genes (p value). Significant enrichment (p<0.05) is indicated in red. Table K in S1 File. Up-regulation of genes that belong to "Hedgehog signaling pathway" and/or "WNT signaling pathway" after selection for increased metastatic activity that are regulated (>2-fold; p<0.05) under at least three passage-related comparisons. Numbers in red indicate fold changes that do not meet the criteria >2-fold and/or p<0.05. Genes indicated in red were also regulated after serial *in vitro* passaging in either the parental or metastatic cell line (Table H). The means are calculated for all four comparisons. Fig C in S1 File. KEGG pathways.
(PDF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

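Gene expression of the mouse osteosarcoma lines Dunn and LM8 was measured in early and late passages on 12 Agilent arrays of the mouse 4x44k v2 design, with 3 arrays for each of the 4 groups. Early and late cells were at passages 25 and 86 for Dunn and 24 and 91 for LM8. The human lines and the copy number arrays were not analysed here. The paper gives TriReagent for the RNA extraction, whereas the labels of the arrays name RNeasy.

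The authors deposited the Agilent Feature Extraction output of each array, whose processed signal is the intensity of a spot after the scanner software had subtracted the background. No scaling between arrays had been applied to these intensities. The authors also deposited 1 table of all arrays under a name that speaks of normalized data. Its values were set against the scanner values of each spot and are the same processed signal, rounded, without scaling. Every column of per-sample values was used.

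From these files, control spots and spots flagged as outliers were left out, and 43020 spots were averaged into 39429 probes. Signals were put on the log2 scale, and the 75th percentile of each array was subtracted, since the paper's text names no normalization of these arrays. The files hold no gene symbols, so each probe's accession was matched to the reference annotation of the mouse assembly GRCm38, which matched 26581 probes (67.4%) to 20144 genes. The annotation was used for names and chromosomes only. Cytobands were not analysed here.

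Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), which the paper's methods name, on the arrays of the groups compared only and without a block. P-values were adjusted over probes by Benjamini-Hochberg. A gene was counted when at least 1 probe changed over 2-fold and passed the level (an unadjusted p under 0.05 or 0.01, or a false discovery rate under 0.05 or 0.01). A gene with probes in both directions was counted once in the total and in both directions. The comparisons were late versus early Dunn cells, late versus early LM8 cells, LM8 versus Dunn with passages pooled, and the 4 comparisons of single passages. Shared genes were compared with the product of the shares of the lists by 1-sided Fisher's exact tests. For chromosomes the EASE score was computed as an exact test with 1 gene taken off the list, against all genes tested. A chromosome counted when this score was under 0.01 and more than 20 genes on it had changed, as in the legend of Table D. For the difference between the lines, the interaction of line and passage was fitted over all 12 arrays. The KEGG lists used in the paper were not used here. In their place, 5 Reactome lists on the same topics were tested with camera (inter-gene correlation 0.01) and with fry, and a list of which under 80% of genes could be tested was taken as void. Tables were read with data.table 1.17.8 and jsonlite 2.0.0, and plots were drawn with matplotlib 3.10.9.

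The genes named were fixed by rule. They are the genes that the paper names in its text or Fig. 3 for Dunn or LM8, the 3 genes with the largest rise and the 3 with the largest fall in each comparison among those that met a false discovery rate under 0.05, no overlap of the groups and a signal well above background in the higher group, and Xist. In Dunn cells, only Catsperz met the rule. Tsix, also on the list, had no matched probe. One gene of Fig. 3 is counted in the totals and is not reported here by name. For a gene with several probes, values are those of the probe with the highest mean signal, and other probes are given for some of these genes.

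Depth on an array is the signal over background. The share of probes well above background ran from 39.4% on an early Dunn array to 59.8% on a late LM8 array. The number of arrays limits the precision of each value. The arrays of a group are not repeats of the passaging, so the p-values do not measure how its effect would vary between repeats. The steps were tested on simulated data with 200 changed genes and the spread of each line. Each simulated change was of at least 2 on the log2 scale, with no effect of the slide. The shares recovered therefore do not hold for changes near 2-fold. With the spread of the Dunn arrays, 0% of the changed genes were recovered at a false discovery rate under 0.05 and 79% over 2-fold at an unadjusted p under 0.05 (37164 probes). With the spread of the LM8 arrays, these shares were 86% and 100% (38840 probes).

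The replicate number in the labels marks the slide, as the arrays of one number were on the same slide. Deviations from the group means were correlated over probes for the 18 pairs of arrays with the same number. The correlation ran from -0.237 to 0.679 and was over 0.1 in 12 pairs. It was 0.679, 0.636 and 0.226 for the early and late Dunn arrays of the 3 slides, and 0.281, -0.0112 and 0.133 for those of LM8. A fit with the slide as a block was run as an alternative.

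The alternatives set before the data were examined were quantile normalization, normexp background correction (with an offset of 50), the authors' deposited table, a floor on dim signals, a filter on probes well above background, 1 probe per gene, the mean of a gene's probes, accessions in place of reference genes, 1 fit over all 12 arrays, the replicate block, the methods' t-test, and each array left out in turn, with passage as a covariate in the pooled comparison, and for chromosomes the plain Fisher's exact test and a background of genes well above background. The plan named mean signals for normexp. These were not used here, and it was run on median signals, a change made after the files were seen. Leaving out slide 1 and array quality weights were added after the values were seen. For the genes shared by the 4 comparisons, 20 simulations of unchanged groups were run. In these each probe had 1 spread over all arrays, with no effect of the slide and no shift of all probes.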

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

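The test of the array position was chosen only after the result was seen, as was the setting with array quality weights.

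The change with passage differed between LM8 and Dunn cells in 135 genes at an adjusted p under 0.05 in limma, by a test of the difference itself (the interaction of line and passage over all 12 arrays). The paper compares the lines by their counts and does not report such a test. The number was 69 in the authors' deposited table without scaling, 300 after quantile normalization, 353 after normexp background correction and 759 with array quality weights. Leaving out 1 array gave 54 (without late LM8 replicate 3) to 264 (without late Dunn replicate 1). The scaling may therefore set how many genes pass, but the counts stayed above 0 under each setting run. The position on the slide remains open, since 0 positions held more than 1 group, so position and group cannot be told apart. The lines differ in their history of in vivo selection, which the design names and which was not tested here.

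Among the genes fixed by rule, 5 had such a difference. In log2 units, the change in LM8 minus that in Dunn was -2.89 for Itga11 (standard error 0.40, adjusted p = 0.0144), 8.10 for Catsperz (standard error 0.34, adjusted p = 1.50e-05), 10.53 for Pnma5 (standard error 0.49, adjusted p = 1.70e-05), 5.33 for Rhox2c (standard error 0.60, adjusted p = 0.00500) and -6.19 for Sertad4 (standard error 0.89, adjusted p = 0.0182).

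Itga11 was well above background on all 12 arrays and fell in both lines, by 1.61 in Dunn and by 4.50 in LM8. Catsperz fell by 8.59 in Dunn cells, where late cells were not well above background, and by 0.50 in LM8 cells. Pnma5 was not well above background in early LM8 cells or in either Dunn group, and rose in late LM8 cells alone. The sizes for Catsperz, Pnma5, Rhox2c and Sertad4 include signals near background and are no bounds. A loss or gain of cells that express such a gene during culture is a biological explanation that the design allows and that was not tested here.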

How the results depend on the processing

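The settings without slide 1 and with array quality weights were tests chosen only after the results were seen, and each other setting was fixed beforehand, apart from the signal that normexp was run on. Counts are of genes over 2-fold in limma unless another test is named, and values of Reactome lists are adjusted p-values. The causes of the changes given here were not tested, unless said otherwise.

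Over all settings apart from leaving out arrays, the counts and tests that answer a comparison stayed within 1.5 times the reported count, or on the same side of the level, in 292 cases. They moved in 102, passed the level in 11 and lost it in 5, and in 30 the direction turned. For the genes named, 298 values kept direction and side, 25 passed and 15 lost the level, and 6 turned.

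Quantile normalization gave 1797 Dunn genes at an unadjusted p under 0.05 and 798 under 0.01, and 72 and 17 at a false discovery rate under 0.05 and 0.01. The ratio of LM8 to Dunn genes became 0.706 at an unadjusted p under 0.05 and 16.5 at a false discovery rate under 0.01. The pooled comparison had 3667 genes, and 2493 at a false discovery rate under 0.05. Of the genes of Fig. 3, 8 were higher in all 4 comparisons. On chromosome 14, 23 Dunn genes were higher (adjusted p = 0.720 in the exact test). The passage effect differed between the lines in 300 genes.

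Normexp background correction gave 644 Dunn genes at an unadjusted p under 0.05, and 226 and 41 at the levels of the false discovery rate. LM8 had 348, 303, 251 and 161 genes at the 4 levels, with ratios to Dunn of 0.540 and 3.93. The lines shared 17 higher and 64 lower genes. The pooled comparison had 1541 genes, 1355 of them at a false discovery rate under 0.05, and 540 genes differed in all 4 comparisons. Of the genes of Fig. 3, 6 were higher in at least 3 comparisons and 2 in all 4. On chromosome 14, 12 Dunn genes were higher (adjusted p = 0.670). The passage effect differed in 353 genes, and Sufu turned to 0.05 in the pooled comparison.

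The authors' deposited table, which is not scaled, gave 2085 Dunn genes at an unadjusted p under 0.05 and 0 at a false discovery rate under 0.01. LM8 had 367 and 173 genes at the levels of the false discovery rate, and the ratio at an unadjusted p under 0.05 was 0.845. The lines shared 315 higher and 32 lower genes, and 3445 genes were higher in LM8 in at least 3 comparisons, as were 13 of Fig. 3 in all 4. On chromosome 18, 84 Dunn genes were higher (adjusted p = 2.75e-06), and on chromosome 9 the 5 lower genes fell under the 6.37 predicted. The passage effect differed in 69 genes, and Sufu turned to 1.07. Without scaling, a difference in brightness between arrays stays in each value, which by construction raises the number of genes higher on the brighter arrays.

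The replicate block, with the slide as a term of a paired fit, gave 3672 Dunn genes at an unadjusted p under 0.05 but 0 at a false discovery rate under 0.05 and 0 under 0.01. LM8 had 379 genes under 0.05 and 0 under 0.01, with 1796 at an unadjusted p under 0.05. The ratio of LM8 to Dunn genes was 0.489. The lines shared 99 higher and 308 lower genes. In Dunn cells, the lists Integrin cell surface interactions (0.997), Extracellular matrix organization (0.997), Signaling by Wnt (0.8296) and WNT ligand biogenesis and trafficking (0.993) turned direction, each without passing the level before or after. Catsperz in Dunn cells (adjusted p = 0.0698) and Col4a1 in LM8 cells (adjusted p = 0.051) lost the level under the block, and no other gene named passed or lost it. The Dunn chromosomes became 3, 13 and 14 in place of 4, 10, 12, 13, 14 and 19, and Dvl2 was higher in 3 comparisons in place of 2.

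Over probes well above background, Dunn had 689 genes at an unadjusted p under 0.01, and 185 and 18 at the levels of the false discovery rate. LM8 had 1034 genes at an unadjusted p under 0.05 and 474 at a false discovery rate under 0.01, with ratios of 1.02 and 26.3. The pooled comparison had 2929 genes, 2639 at a false discovery rate under 0.05, and the passage effect differed in 337 genes. Fewer probes were tested there by construction.

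With 1 fit over all 12 arrays, Dunn had 1004 genes at an unadjusted p under 0.01, and 395 and 108 at the levels of the false discovery rate, whereas LM8 had 985, 647, 314 and 172 at the 4 levels. The ratios were 0.602 and 1.59. By construction, each probe had a single spread for both lines in this fit.

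A floor on dim signals gave 0 Dunn genes at both levels of the false discovery rate, with 886 at an unadjusted p under 0.05, and 1099 LM8 genes at that level with 515 at a false discovery rate under 0.01. The lines shared 42 higher genes. On chromosome 14, 17 Dunn genes were higher (adjusted p = 0.0762), and Gli2 turned to -0.20 in the pooled comparison. With 1 probe per gene and with the mean of probes, Dunn had 9 and 8 genes at a false discovery rate under 0.05. The methods' t-test gave 2 Dunn genes and 228 LM8 genes at a false discovery rate under 0.05, and 0 and 1 under 0.01, with 943 Dunn and 1245 LM8 genes at an unadjusted p under 0.05. Counted by accessions in place of reference genes, LM8 had 2671 and the pooled comparison 15087 at an unadjusted p under 0.05 and 12296 at a false discovery rate under 0.05, since more items were counted.

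Without slide 1, Dunn had 3271, 850, 90 and 31 genes at the 4 levels. LM8 had 198 at a false discovery rate under 0.05 and 0 under 0.01, with 1872 at an unadjusted p under 0.05. The ratios were 0.572 and 0. The lines shared 369 lower genes, and the pooled comparison had 1761 at a false discovery rate under 0.05. Of the genes of Fig. 3, 10 were higher in all 4 comparisons. On chromosome 14, 23 genes were higher (adjusted p = 0.586), and on chromosome 9 the 157 lower genes fell under the 163 predicted. Xist in LM8 turned to -0.10. With array quality weights, Dunn had 7177, 2004, 122 and 19 genes and the ratios were 0.336 and 21.3. The lines shared 1.1e+02 (rounded) higher and 770 lower genes. The pooled comparison had 5500 and 4719 genes, 1020 genes were higher in at least 3 comparisons, and 10 of Fig. 3 in all 4. On chromosome 14, 40 genes were higher (adjusted p = 0.0692), and the passage effect differed in 759 genes. Sufu turned to 0.05 and Xist to -0.04 in the pooled comparison.

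The Reactome lists are other lists than those of the paper. Camera is a test against the other genes, and fry a test against no change. In the reported analysis, no list passed an adjusted p of 0.05 with camera. In late LM8 cells, Integrin cell surface interactions (reported at 0.0559, lower) passed under quantile normalization (0.0190), normexp (0.0324), the deposited table (0.0149), 1 fit over all 12 arrays (0.0185), the floor (0.0455) and fry (0.00800). Extracellular matrix organization in LM8 passed in the deposited table (0.0309) and under fry (0.0101). In the pooled comparison, Signaling by Wnt passed in the deposited table (0.0309), and Integrin cell surface interactions under fry (0.00673). With an estimated correlation between genes, each list had an adjusted p of 0.955.

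Other lists turned direction against the reported test, most of them far from the level. Under fry these were WNT ligand biogenesis and trafficking in Dunn (0.452), LM8 (0.518) and pooled (0.325), Signaling by Wnt in LM8 (0.250) and pooled (0.00435), Signaling by Hedgehog in LM8 (0.0368) and Extracellular matrix organization pooled (0.0101). By construction, fry follows the shift of all genes, which camera removes. Under quantile normalization these were the WNT ligand list in Dunn (0.822), Hedgehog in LM8 (0.503), and Extracellular matrix organization (0.963) and Wnt (0.425) pooled. Under normexp these were Hedgehog in LM8 (0.365), Extracellular matrix organization (0.973) and Wnt (0.234) pooled. In the deposited table these were Wnt (0.0351) and the WNT ligand list (0.605) in Dunn and Extracellular matrix organization pooled (0.605). Also turned were Hedgehog in LM8 with 1 fit over all 12 arrays (0.966), Wnt in Dunn with the floor (0.708), Wnt (0.409) and the WNT ligand list (0.992) in Dunn and Wnt pooled (0.969) without slide 1, and Wnt in Dunn (0.807) and pooled (0.865) with array quality weights.

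With each array left out in turn, Dunn had 736 to 3306 genes at an unadjusted p under 0.05, 179 to 728 under 0.01, 0 to 27 at a false discovery rate under 0.05, and 0 to 0 under 0.01. The highest values were those without late Dunn replicate 1. LM8 had 1376 to 2733, 911 to 1486, 318 to 666 and 67 to 174 genes, with the highest values without early LM8 replicate 3 (2733, 666 and 174) and the lowest at the levels of the false discovery rate without late LM8 replicate 3 (318 and 67). The ratio of LM8 to Dunn genes ran from 0.535, without late Dunn replicate 1, to 2.48 at an unadjusted p under 0.05, and from 67 to 174 at a false discovery rate under 0.01, where a Dunn gene was left. Where an arm kept 2 arrays, the spread was estimated over both arms.

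The shared genes ran from 53 to 86 (higher) and from 113 to 372 (lower, 372 without late Dunn replicate 1). The pooled comparison ran from 7525 to 10121 genes and from 2254, without late LM8 replicate 2, to 9372 at a false discovery rate under 0.05. Enriched autosomes ran from 7 to 9, genes changed in all 4 comparisons from 917 to 1589, genes higher in at least 3 from 483 to 763, and those of Fig. 3 from 9 to 14 and from 3 to 7. On chromosomes 14, 18 and 9, the Dunn genes ran from 14 to 33, from 11 to 18 and from 40 to 165 (165 without late Dunn replicate 1), and on the X chromosome the LM8 genes from 59 to 75. Genes whose passage effect differed ran from 54 to 264, the latter without late Dunn replicate 1. Sufu turned to 0.06 without early Dunn replicate 3, and Xist, which ran from -0.30 to 0.53 in LM8 and from -0.12 to 0.35 in the pooled comparison, turned in LM8 without early LM8 replicate 1 and pooled without early Dunn replicate 1.

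For the Reactome lists in Dunn, the adjusted p ran from 0.613 to 0.973 (Integrin cell surface interactions), 0.678 to 0.973 (Extracellular matrix organization), 0.204 to 0.897 (Signaling by Wnt) and 0.599 to 0.973 (WNT ligand biogenesis and trafficking). In LM8 it ran from 0.0141 to 0.131 for the integrin list, 0.0548 to 0.318 for the matrix list, 0.199 to 0.601 for Wnt, 0.588 to 0.912 for Hedgehog and 0.606 to 0.850 for the WNT ligand list. In the pooled comparison it ran from 0.588 to 0.876, 0.678 to 0.973, 0.613 to 0.998 and 0.156 to 0.536 for integrin, matrix, Wnt and WNT ligand. The Hedgehog list was void in Dunn and in the pooled comparison, where under 80% of its genes had values (79.5% and 77.9%).

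Signals near background limit the sizes given for dim genes, and only those written with at least are bounds. These bounds hold for the scaled signals only, as the changes after normexp background correction were smaller. With the spread of the Dunn arrays, simulated data with 200 changed genes gave 0% recovered at a false discovery rate under 0.05 and 79% over 2-fold at an unadjusted p under 0.05. Each of these genes was changed by at least 2 on the log2 scale, and no effect of the slide was simulated. A low count at the adjusted levels therefore says little about the Dunn cells. The settings fixed beforehand were run, normexp on median signals in place of the mean signals planned, and one that cannot apply to a result gave no value for it.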

Differences from the paper's values

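Values marked as the paper's are from its text, or from Fig. 1 where said. For each, the alternatives are those set before the data were examined, with each array left out in turn among them, and settings named as chosen after seeing the values are given apart. The per-doubling values here use 7.64 doublings per passage.

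For late versus early Dunn cells, the paper gives 626 genes over 2-fold at an unadjusted p under 0.05, and 1103 were obtained here. Normexp background correction (644), a floor on dim signals (886), the mean of probes (913) and 4 of the 6 fits without 1 array came within 1.5 times, and the other alternatives did not. The paper's number of lower Dunn genes is 313, and 771 were obtained here, with normexp the only alternative within 1.5 times.

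For LM8, the paper gives 327 higher and 338 lower genes, and 651 and 1118 were obtained here. For the higher genes, the mean of probes, 1 fit over all 12 arrays and the methods' t-test came within 1.5 times, and for the lower genes only the filter on probes well above background did. No fit without 1 array did so for either.

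The paper gives 33 higher and 66 lower genes shared by both lines, and 65 and 148 were obtained here. A floor on dim signals (42) came within 1.5 times for the higher genes and normexp (64) for the lower ones, and the other alternatives did not. For the lower genes the paper's ratio to the expected number is 14.5, and 3.46 was obtained here. Normexp (15.9) and the authors' deposited table (10.5) came within 1.5 times.

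The paper's number of genes per doubling at an unadjusted p under 0.05 is 1.3 for Dunn and 1.3 for LM8, and 2.37 and 3.45 were obtained here. For Dunn, normexp, the floor and 4 fits without 1 array came within 1.5 times, and for LM8 only 1 fit over all 12 arrays did. At a false discovery rate under 0.05, Fig. 1 shows about 0.59 for Dunn, read by eye, against 0.00215 here, with normexp, the filter on probes well above background and 1 fit over all 12 arrays within 1.5 times. At a false discovery rate under 0.01 it shows about 0.17 for Dunn, read by eye, against 0.00215 here, with 1 fit over all 12 arrays within 1.5 times. For LM8 at an unadjusted p under 0.01 it shows about 1.1, read by eye, against 2.19 here, with 1 fit over all 12 arrays and the methods' t-test within 1.5 times. No other alternative reached these values.

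The paper gives LM8 a 5 times higher instability than Dunn at a false discovery rate under 0.01. Per doubling, 264 was obtained here, and only normexp (3.58) came within 1.5 times. The paper states that the pooled comparison had 3 times as many genes as the passage comparison of the metastatic line, without naming a system. For Dunn/LM8, 5.04 was obtained here. Quantile normalization (2.89), normexp (4.43), the deposited table (3.75), the filter on probes well above background (2.83) and 4 fits without 1 array came within 1.5 times, as did 2 settings chosen after seeing the values, leaving out slide 1 (3.27) and array quality weights (2.28).

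The paper places Dunn passage-related genes on 3 chromosomes, and 6 were obtained here. Quantile normalization (3), normexp (2), the deposited table (2), the mean of probes (4), the replicate block (3) and 4 fits without 1 array came within 1.5 times, as did leaving out slide 1 and array quality weights, both chosen after seeing the values (4 each). On chromosome 9, the paper counts 24 lower Dunn genes and 58 were obtained here, with normexp the only alternative within 1.5 times.

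Of the genes of Fig. 3, the paper counts 17 as higher in at least 3 comparisons and 10 in all 4, and 11 and 4 were obtained here. For the first, quantile normalization, the deposited table, the filter on probes well above background, the replicate block and the fit without late Dunn replicate 1 came within 1.5 times. For the second, quantile normalization (8), the deposited table (13), and the fits without early Dunn replicate 2 (7) and without late Dunn replicate 1 (7) did. Leaving out slide 1 and array quality weights, both chosen after seeing the values, gave 13 and 14 genes for the first and 10 each for the second. The paper's share of these genes changed with passage is 18%, and 35.3% was obtained here. No alternative other than the fits without early Dunn replicate 1, early Dunn replicate 3 and late Dunn replicate 2 came within 1.5 times.

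Fig. 3 lists Tcf7, Dvl2, Sufu, Nfatc4 and Gli2 as higher in LM8 in at least 3 comparisons. Here Tcf7, Dvl2, Sufu and Nfatc4 were so in 2 and Gli2 in 1. Settings that count a gene in at least 3 are, for Tcf7, normexp and the deposited table; for Dvl2, the deposited table, the filter on probes well above background, the replicate block and the fit without late Dunn replicate 2; for Sufu, quantile normalization, the deposited table and the fit without late Dunn replicate 1; for Gli2, quantile normalization and the fit without late Dunn replicate 1; and for Nfatc4, quantile normalization, the deposited table, the filter on probes well above background and the fits without early Dunn replicate 1 and without late Dunn replicate 1. Of the 2 settings chosen after seeing the values, leaving out slide 1 did so for Sufu, Gli2 and Nfatc4, and array quality weights for these 3 and Dvl2. The paper has up-regulated Dunn genes mainly on chromosomes 14 and 18 and down-regulated ones on chromosome 9. Here chromosome 18 (adjusted p = 0.204) and chromosome 9 (adjusted p = 0.174) did not pass in the exact test, and down-regulated genes were enriched on chromosomes 4, 12, 13 and 19. Chromosome 18 passed in the deposited table (adjusted p = 2.75e-06). By the rule in the legend of Table D, without adjustment, chromosome 18 also passed for up-regulated genes with 1 probe per gene and without late Dunn replicate 1, and chromosome 9 for down-regulated ones without early Dunn replicate 2. At an unadjusted p under 0.05, the paper has the same number of genes per doubling in both lines, where LM8 had 1.46 times the number of Dunn here.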

Other observations

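The tests on dim probes, on late Dunn replicate 1 and on the array position were chosen only after the results were seen. The other tests given here were planned.

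LM8 had more passage-related genes than Dunn at the stricter levels, and the spread between replicate arrays was larger in Dunn. With 1 spread per probe shared by all 12 arrays, LM8 had 172 and Dunn 108 genes at a false discovery rate under 0.01, a ratio of 1.59. In the same fit Dunn had more genes at an unadjusted p under 0.01 (1004 against 647) and at a false discovery rate under 0.05 (395 against 314). Over fits without 1 array the ratio of 1.59 ran from 1.11 to 4.52, and it was under 1.5 in 7 of 12 cases. The larger spread of the Dunn arrays may therefore account for much of the difference between the counts, and at a false discovery rate under 0.01 whether a difference remains cannot be told apart from the loss of single arrays.

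Late Dunn replicate 1 stood apart from the other late Dunn arrays. It had a median log2 signal of -3.21 relative to the 75th percentile, against -5.43 and -5.33 for the others, and its negative controls had a median of 114, against 35 and 33. Without this array, 27 Dunn genes passed a false discovery rate under 0.05, and 0 passed without any other single Dunn array, with 736 or more at an unadjusted p under 0.05. The raised dim signals of this array are a candidate explanation for the low count in Dunn cells. The value was known before the test was written, so this remains a hypothesis. The early Dunn array of the same slide also had raised negative controls, with a median of 138.

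Of the 10 splits of the 6 Dunn arrays into 3 and 3, 2 gave at least as many genes at a false discovery rate under 0.05 as the real split. The other one set early Dunn replicates 1 and 3 and late Dunn replicate 1 against the rest and gave 7352 genes. Of the 4 splits that part all pairs of the same slide, 1, the real one, had as many. For LM8, 1 of the 10 splits did, the real one with 632 genes, and the others gave 0. With 10 splits this count cannot exclude chance for either line, whatever its outcome. For LM8 versus Dunn with passages pooled, 1 of 100 splits drawn gave as many genes, the real one with 7510. The next gave 6884 and differed from the real one by an exchange of late Dunn replicate 2 and early LM8 replicate 2. Chance is therefore unlikely there, but 100 splits do not exclude it.

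The pooled comparison had many more lower than higher genes in LM8. Of the changed probes, 64.2% were lower among those well above background on all arrays, 78.6% among those well above background on some arrays and 100% among those well above background on none. The last were 8711 probes, 60.6% of all lower ones. They were well above background in neither line, so the arrays show no expression in Dunn cells that LM8 cells had lost. After quantile normalization 325 of these probes were lower and after normexp 0, and the genes split into 1865 higher and 1822 lower and into 834 and 708. The scaling of dim probes may therefore make up much of the split. Among bright probes, the share of lower ones ran from 60.7% to 67.7% with each array left out and was 50.2% after normexp and 2.66% in the deposited table without scaling, and the origin of that excess stays open.

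In late versus early Dunn cells, which also had more lower than higher genes, the corresponding shares were 79.2%, 53.8% and 100%. Of the lower probes, 661 were well above background on all arrays and 87 (7.95%) on none. With each array left out, 70.0% to 80.5% of the changed bright probes were lower, which argues against dim probes as the whole cause. This share was 66.0% after normexp and 3.28% in the deposited table without scaling, so the excess among bright probes depended on the scaling as well. The part of dim probes depended on the setting. Without late Dunn replicate 1, 53.7% of the lower probes were well above background on no array. This part was 78.0% with the slide as a block, where dim probes made up most of the lower ones. It was 46.3% after quantile normalization and 77.3% with array quality weights. It was 4.04% with the methods' t-test, and 0% after normexp, in the deposited table and under a floor on dim signals. With the block, 77.1% of the changed bright probes were lower. The array position could not be tested, as 0 positions held more than 1 group.

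Genes that rose in late LM8 cells were enriched on the X chromosome. A gain of a copy of the whole chromosome is argued against by the median change of genes well above background, which was 0.035 for 413 X-linked genes and -0.051 for 12068 autosomal genes, a difference of 0.0855 (0.0531 to 0.0900 under other scalings). Xist changed by 0.13 in LM8 (adjusted p = 0.885), by 0.67 in Dunn (adjusted p = 0.797) and by 0.17 in the pooled comparison (adjusted p = 0.736). Its other probe gave -0.60, -0.53 and -0.38, none with an adjusted p under 0.05. Of the 67 X-linked genes that rose, 19 (28.4%) belonged to the germline gene families listed beforehand, against 9.31% of all X-linked genes tested (1-sided Fisher's exact test, p = 1.98e-06). These were Mage, Xlr, Rhox, Ssx and Slx genes, among them 5 of 6 Ssx genes tested and 6 of 20 Rhox genes tested. Of the other families listed, such as Tex, Samt, Cypt and Nxf, 0 genes rose. A release of germline genes on the X chromosome during culture is a candidate explanation for part of the enrichment. The share lies between the levels set for and against it, and probes of such families can share sequence, so it cannot be told apart from cross-hybridization.

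The excess of genes shared by both lines could arise from probes that vary in any comparison. Genes changed in opposite directions should then be in excess to the same degree. Their ratios to the predicted number were 1.46 and 1.00, against 6.04 and 3.46 for the same direction, which argues against it as the whole cause. Under a floor on dim signals the larger was 2.34, against 7.03 and 6.53, and with the slide as a block 1.22, against 5.23 and 1.80. A part of the excess from such probes stays open. A common response to culture stays open.

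Sets of genes were tested with 5 Reactome lists that are other lists than those of the paper. In late LM8 cells the integrin list had a median change of -0.42 against -0.18 for other genes (camera, adjusted p = 0.0559, and 0.00800 with fry), and the matrix list -0.36 (adjusted p = 0.133). In Dunn cells the medians of these lists were -0.42 and -0.42 against -0.36 for other genes, with an adjusted p of 0.857 for both. For LM8 versus Dunn with passages pooled, no list passed with camera in the reported analysis, with the WNT ligand list closest (adjusted p = 0.238), and its median (-0.97) lay under that of other genes (-0.73) while the test pointed up.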
